# Single cell transcriptomics of primate sensory neurons identifies cell types associated with chronic pain

**DOI:** 10.1038/s41467-021-21725-z

**Published:** 2021-03-08

**Authors:** Jussi Kupari, Dmitry Usoskin, Marc Parisien, Daohua Lou, Yizhou Hu, Michael Fatt, Peter Lönnerberg, Mats Spångberg, Bengt Eriksson, Nikolaos Barkas, Peter V. Kharchenko, Karin Loré, Samar Khoury, Luda Diatchenko, Patrik Ernfors

**Keywords:** Transcriptomics, Somatic system, Chronic pain, Genetics research

## Abstract

Distinct types of dorsal root ganglion sensory neurons may have unique contributions to chronic pain. Identification of primate sensory neuron types is critical for understanding the cellular origin and heritability of chronic pain. However, molecular insights into the primate sensory neurons are missing. Here we classify non-human primate dorsal root ganglion sensory neurons based on their transcriptome and map human pain heritability to neuronal types. First, we identified cell correlates between two major datasets for mouse sensory neuron types. Machine learning exposes an overall cross-species conservation of somatosensory neurons between primate and mouse, although with differences at individual gene level, highlighting the importance of primate data for clinical translation. We map genomic loci associated with chronic pain in human onto primate sensory neuron types to identify the cellular origin of chronic pain. Genome-wide associations for chronic pain converge on two different neuronal types distributed between pain disorders that display different genetic susceptibilities, suggesting both unique and shared mechanisms between different pain conditions.

## Abstract (web summary)

The contribution of distinct types of dorsal root ganglion neurons to chronic pain is unclear. Here, the authors molecularly profile non-human primate sensory neurons and show that genome-wide associations converge on two neuronal types with different genetic susceptibilities for chronic pain.

## Introduction

The dorsal root ganglion (DRG) consists of a variety of neuron types, each tuned to detect and transduce different physical stimuli. These neuron types can broadly be divided into low-threshold mechanosensitive neurons responsible for sensing touch and high-threshold nociceptors, which are involved in pain, temperature, and itch^1–4^. However, a comprehensive classification of DRG neurons is critical for understanding exactly how somatosensation works and for providing insights into the cellular basis for acute and chronic pain. Rodents represent the main species for studies on the cellular and molecular basis of nociception and the greatest insights with respect to molecular classification of neuronal types have been obtained from mouse, where single-cell RNA-sequencing (scRNA-seq) has led to a molecular taxonomy of existing types of sensory neurons^5–9^.

This has enabled the identification of molecular types representing richly myelinated A-fiber low-threshold mechanoreceptors (LTMRs) and limb proprioceptors. The remaining neuronal types in the scRNA-seq are assigned as weakly myelinated or unmyelinated neurons. One of these is a C-fiber LTMR (C-LTMR) neuron type that expresses Vglut3 (*Slc17a8*) and tyrosine hydroxylase (*Th*) that likely is not involved in pain sensation^1–5^. Nociception is largely conferred through unmyelinated peptidergic C-fiber neuron types and a few lightly myelinated Aδ-nociceptors, a Trpm8 expressing cluster of neurons, as well as cell types marked by expression of Mrgprd, Mrgpra3, or Sst (named NP1, NP2, and NP3 types of neurons, respectively^8^). This molecular classification agrees remarkably well with previous studies based on myelination and conduction velocity, neurochemical features and termination patterns peripherally in the skin and centrally in the spinal cord and is also consistent with the known ontogeny of DRG neuron types^5^. As a result, there have been significant advances in understanding the cellular and molecular characteristics of sensory neurons found in mouse DRG.

Much less is known about characteristics of human DRG. Apart from information on size of the ganglia along the rostro-caudal axis, micro-anatomy including neuron size^10–12^ and electrophysiological characteristics^13–16^, the molecular characterization of human DRG is still limited to bulk RNA-sequencing^17–19^ and neurochemical analyses of gene products in a handful of studies^20^. Hence, the concordance of markers used in different studies and their relation to actual neuron types remain largely unknown. Nevertheless, by examining individual gene products, these studies suggest important species differences between human and mouse where, for example, Nav1.8, Nav1.9, P2X3 receptor, and TRPV1 are present in both small and large neurons in humans, but only small neurons in mouse, suggesting fundamental differences in molecular characteristics and principles of initiation and transduction of somatosensory stimuli between humans and rodent^20^.

In humans, rare and drastic mutations that explain different types of congenital insensitivity to pain and erythromelalgia have been identified, such as, for example, *SCN9A* (Nav1.7), *NTRK1* (TRKA), and *SCN11A* (Nav1.9)^21–25^. In addition to these rare causing mutations, it is known that the genetic risk for chronic pain is due to common variations with small effect size^26^. Close to half of the risk of developing chronic pain are attributable to genetic factors^27–29^, including musculoskeletal pain conditions^28^. For musculoskeletal pain there is statistical evidence for a diverse set of genes involved, with a marked overrepresentation of genes expressed in neurons and functionally associated with neurotransmission, indicating a strong heritable component caused by altered functions of neurons^26^. Pleiotropy of single-nucleotide polymorphisms (SNPs) among painful and non-painful conditions has also been shown^30^, even in human DRG^31^. It has recently become possible to connect genomic results to transcriptomics at the cellular level which allows for insights into the cell types which are fundamental for disorders. Thus, taking advantage of scRNA-seq for mapping susceptibility genes to cell types, new insights have been made into the cell types involved, for example, in schizophrenia^32,33^, neuroticism^34^, intelligence^35,36^, and Alzheimer’s disease^37^, but such analyses have not been attempted for chronic pain conditions.

Knowledge on the molecular and cellular characteristics of primate DRG and their mouse correlates has critical implications for translating data from rodent models to human pain disorders^38,39^ and allows mapping genomic loci implicated in chronic pain onto specific primate somatosensory neuron types. In this work, we explore the cellular basis of somatosensation in the non-human primate and identify sensory cell types linked to human chronic pain. Our results reveal an overall conserved cellular strategy for somatosensation between primate and mouse and identify that heritability for musculoskeletal pain converge on two discreet DRG sensory neuron types.

## Results

### Molecular diversity of sensory neuron types in a non-human primate

We prepared DRG cell suspensions for scRNA-seq from adult Rhesus macaques using two different platforms (Fig. 1a). First, cells from three macaques (two females and one male) were captured and sequenced using STRT-2i-seq. 

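The neurons came from lumbar dorsal root ganglia, whose cells carry touch, temperature, itch and pain signals from skin and viscera to the spinal cord. In STRT-2i-seq, single cells are dispensed into the wells of a chip, and each mRNA molecule is given a unique molecular identifier (UMI), so that the count of a gene in a cell is a count of molecules. The deposited count table holds the cells of both females, 1102 of animal WG17019 and 743 of animal WG17020, and 16725 genes. The male was not analysed here. Summed over cells, the tables of the animals hold 27744372 and 26516397 UMIs. A cell of WG17019 held a median of 23252 UMIs (1988 to 91730) and a cell of WG17020 a median of 32508 (2300 to 122506). The submitters' notes name Bowtie and the rheMac8 build, whereas the paper names Mmul_10 (rheMac10), so the build behind the counts is not settled and gene positions are given in Mmul_10.
The deposited annotation table assigns each cell to 1 of 9 neuron types or to injured, non-neuronal or ambiguous cells, and its TrpM8Low type stands where the paper writes PEP3. The sample pages list another type for most cells, with the same type in 368 of 1845 cells (19.9%, and 19.8% by chance). Clusters drawn from the neurons' counts shared an adjusted Rand index of 0.430 with the annotation table and of 0.000849 with the pages, and the annotation table was used. Counts were summed by animal and type, because the animal is the replicate, which gave 16 libraries of 166298 to 9998945 UMIs for the 8 types with at least 5 cells in each animal. Each type was compared with the unweighted mean of the other 7 by edgeR's quasi-likelihood test over 12312 genes. A-LTMRs, with 3 cells, were not tested. The removed cells were tested in a fit of 22 libraries and 12030 genes against the mean of the 8 types. Pairs of values are counts per 1000000 (CPM) of WG17019 and then of WG17020. An adjusted p rests on both animals and on a spread pooled over the types, and a fitted fold change of a gene near 0 depends on the prior count of edgeR.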

A total of 4742 cells were sequenced and the reads were aligned to the macaque genome Mmu10 with gene names and annotations transferred from human (see “Methods”). The data were merged and then clustered using the anchoring-based integration and graph-based clustering approach implemented in Seurat^40^. 

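Sensory neurons with a damaged axon switch on a growth and stress programme led by the transcription factor *ATF3*. Of the cells of both females, 40 were annotated as injured, 34 of WG17019 (3.09% of its cells) and 6 of WG17020 (0.808%). *ATF3* lies on chromosome 1 of Mmul_10 from 70055871 to 70109651. It reached 886 and 726 CPM in the injured cells of WG17019 and WG17020, far above the neuron types (log2 fold change 6.62, standard error 0.23, adjusted p = 1.79e-13 from edgeR's quasi-likelihood test). *GADD45A*, a gene of growth arrest, was at 850.5 and 944 CPM and *SEMA6A*, a guidance gene of growing axons, at 162 and 176. Their log2 fold changes were 3.11 and 6.64. Of 15 tested genes of nerve injury, listed before the data were examined, 11 were higher and 1, *NPTX1*, was lower (13 higher and 1 lower when adjusted over the list alone). *SOX11*, *JUN*, *GAP43*, *GAL*, *FLRT3*, *SDC1*, *STMN4* and *CDKN1A* were the other higher ones. In non-neuronal cells 7 of the 15 were higher too, *ATF3*, *JUN*, *GADD45A*, *CSF1*, *KLF6*, *SEMA6A* and *CDKN1A*, and *GAP43* was lower (7 higher and 1 lower when adjusted over the list alone), with *ATF3* at 195 and 94.4 CPM. The matrix metalloproteinases *MMP12* (260.3 and 249 CPM) and *MMP3* (234 and 62.3 CPM), which open the matrix around a growing axon, rose too, with log2 fold changes of 9.53 and 9.26. The neuronal splicing factor *RBFOX3* fell to 15 and 31.1 CPM (log2 fold change -2.63, standard error 0.25, adjusted p = 6.22e-07 from the same test), as did the pain neuron channel *SCN10A*, with a log2 fold change of -1.94. Over all genes 745 were higher and 359 lower in injured cells, and with the animal as a replicate block 577 were lower. All 34 injured cells of WG17019 carry the age of the other animal, so their animal is in doubt, and without them 210 genes were higher and 132 lower in the 6 cells left.
Early response genes, which cell dissociation sets off, differed little in the injured cells. Of 19 tested, 2 were higher, *JUND* and *ZFP36*, and none was lower (3 higher and 0 lower when adjusted over the list alone, 4 higher with the animal as a replicate block). At an unadjusted p under 0.05 0 were lower in edgeR and by DESeq2 0, and *ZFP36* had counts in WG17019 alone (13.9 and 0 CPM). Of 16 tested satellite glia genes 2 were higher (2 higher and 0 lower when adjusted over the list alone, 8 higher with the animal as a replicate block). *LPL* and *TIMP3* were called without the block, and *APOE*, *PLP1*, *SPARC* and *SPARCL1* among those called with it, again almost all from WG17019 (*APOE* 84.6 and 0, *LPL* and *TIMP3* 87.8 and 5.19 and 25.7 and 0 CPM in turn). Their sums over the list were 589 and 135 CPM, against 7217 and 5424 in non-neuronal cells. Of 10 Schwann cell genes *PMP22* was higher (1 higher and 0 lower when adjusted over the list alone, 2 higher with the block). None of 11 endothelial genes passed edgeR's quasi-likelihood test in either direction, 2 were higher and 0 lower at an unadjusted p under 0.05, and DESeq2 called 0 higher and 0 lower. The authors drew these cell classes with *ATF3*, the satellite glia gene *APOE* and the endothelial gene *EMCN*, so their values are not independent evidence.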

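The 27 cells annotated as non-neuronal, 19 of WG17019 and 8 of WG17020, carried RNA of blood vessels and of glia. All 19 of WG17019 carry the age of the other animal, so their animal is in doubt, as for the injured cells. The endothelial sialomucin *EMCN* was at 262 and 325 CPM in them and had no UMI in 1627 neurons, which allows a share of neurons with a UMI of up to 0.184%. *PECAM1*, which joins endothelial cells to each other, was at 217 and 1589 CPM (log2 fold change 12.16, standard error 0.56, adjusted p = 1.68e-10 from edgeR's quasi-likelihood test), and *CD34*, a surface protein of vessel cells, at 585 and 619. All 11 tested endothelial genes were higher (11 higher and 0 lower when adjusted over the list alone). So were all 16 satellite glia genes (16 higher and 0 lower when adjusted over the list alone), with 1386 and 1028 CPM of the lipid carrier *APOE*. Of 10 Schwann cell genes 7 were higher and 1, *PMP22*, lower (7 higher and 1 lower when adjusted over the list alone). All 3 fibroblast genes (*COL1A2*, *APOD* and *MGP*), 2 of 4 leukocyte genes (*CD74* and *LYZ*) and 2 of 4 pericyte genes (*RGS5* and *TAGLN*) were higher, *TAGLN* from WG17020 alone (7.5 and 1086 CPM). When adjusted over the list alone these were 3, 2 and 2. Neither of 2 red blood cell genes passed the quasi-likelihood test (0 higher at an unadjusted p under 0.05, 0 by DESeq2). Early response genes were high here, with 18 of 19 called (19 higher and 0 lower when adjusted over the list alone) and *FOS* at 585 and 325 CPM. In total 1786 genes were higher and 1363 lower than in the neuron types. Neuronal RNA was present as well, with *RBFOX3* at 52.5 and 47.2 CPM. The cells held a median of 7328 UMIs. In WG17020 a single cell held 80005 of the 190653 UMIs of its 8 non-neuronal cells, so the CPM values of that animal rest largely on few cells.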

Using iterative rounds of clustering and quality control, we identified and removed non-neuronal cells, injured neurons and ambiguous cells, and finally merged clusters with highly similar transcriptomic profiles (Supplementary Fig. 1a–g, see “Methods”). The remaining 2518 neurons formed nine separate clusters (Fig. 1b and Supplementary Fig. 1g). 

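Both females gave the same 9 neuron types, and the itch and pain types NP1, NP2 and PEP1 were the most frequent in each. The cold-sensing TrpM8High cells, the PEP2 and TrpM8Low cells and the touch-sensing A-LTMRs were rare among the neurons kept. NP1 made up 38.7% (exact 95% interval 35.6 to 41.9%) of the 935 neurons of WG17019 and 37.4% (exact 95% interval 33.8 to 41.1%) of the 692 of WG17020. NP2 was 18.2% (exact 95% interval 15.8 to 20.8%) and 29.8% (exact 95% interval 26.4 to 33.3%), and PEP1 22.1% (exact 95% interval 19.5 to 24.9%) and 11.1% (exact 95% interval 8.88 to 13.7%), so both shares differed between the animals beyond counting error. NP3 was 8.24% of the neurons in the former and 8.24% in the latter, and C-LTMRs 8.56% and 9.97%. TrpM8Low had 24 and 6 cells, TrpM8High 8 and 8, PEP2 6 and 8, and A-LTMR 1 and 2. The intervals cover counting error only. The shares are of neurons that passed dissociation, straining and the removal of cells, and may differ from those in the ganglion. The paper measured proportions of the types separately by in situ hybridization.

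**Figure D1:**
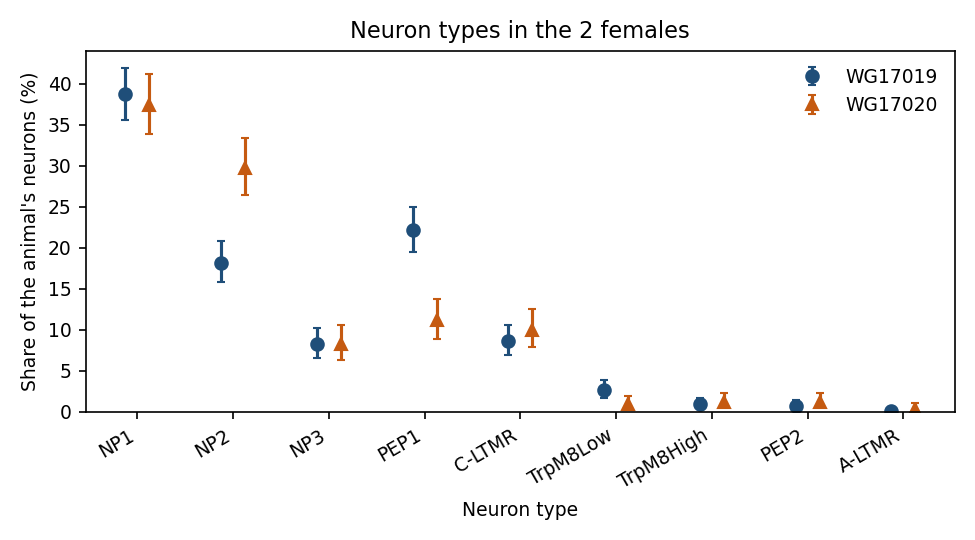
Share of the neurons of each animal in each type of the annotation table, in percent, with exact 95% intervals; circles are WG17019 and triangles WG17020. NP2 and PEP1 are the types whose intervals do not overlap between the animals.

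The neurons were clustered again from their counts, scaled within each animal, without use of the annotated types. At a resolution of 1 this gave 15 clusters. NP3, C-LTMR and TrpM8High each fell almost wholly into a single cluster, with 99.3%, 99.3% and 100.0% of their cells. The largest cluster of NP1 held 27.2% of its cells, that of NP2 56.1% and that of PEP1 60.9%, so the abundant types were split further. All 14 PEP2 cells, all 3 A-LTMRs and 29 of 30 TrpM8Low cells shared a cluster. The adjusted Rand index between clusters and animals was 0.0113 after this scaling, which takes out differences between the animals, and 0.109 with the animals scaled together. A resolution of 0.5 gave 11 clusters and an index with the annotated types of 0.625, and a resolution of 2 gave 20 clusters and 0.323.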

For validation, this cleaned dataset was also analyzed using Conos^41^, an approach that identifies multiple plausible inter-sample mappings and builds a joint graph of the datasets. This approach produced close to identical clusters to the original nine formed with Seurat (Supplementary Fig. 1h, i; see “Methods”). 

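The RNA of the same neuron type was very similar in WG17019 and WG17020, and a small set of genes differed between the animals in every large type. Summed over all neurons, log2 CPM of the animals had a Pearson r of 0.990 across genes, which are not independent replicates. Within a type r was 0.988 for NP1, 0.984 for NP2, 0.971 for NP3, 0.983 for PEP1 and 0.970 for C-LTMR. It was 0.891 for TrpM8Low, 0.860 for TrpM8High and 0.883 for PEP2, which had fewer cells. Between different types of the animals r lay from 0.813 to 0.979. To equalise the libraries, 5 cells were drawn at random per type and animal, and their sums were thinned to 69668 UMIs. Within a type r was then 0.751 to 0.769. Of the 8 types of one animal 7 were most similar to their own type in the other, against 5 of 8 with all cells at full depth. The draw was made once and some margins were small, such as 0.751 for PEP2 with itself and 0.745 with PEP1. In the thinned libraries NP1 was the exception, at 0.763 with itself and 0.765 with NP2.
Of 5309 genes at 20 CPM or more in the higher of the animals in each of the 5 large types, 9 differed by at least 1 log2 unit in the same direction in all 5. *JRKL*, *NMB*, *CCL2* and *AGA* were higher in WG17019, and *ZNF562*, *TCTEX1D2*, *SLC35E1*, *HIGD1A* and *HBA2* in WG17020. *NMB* encodes neuromedin B, an itch and pain peptide, and lies on chromosome 7 of Mmul_10 from 63802344 to 63808336. It was at 296 and 58.7 CPM in NP3 and 239.8 and 30.2 in NP2. *CCL2*, a chemokine of injured and inflamed neurons, was at 25 and 3 CPM in PEP1. *HBA2*, an alpha globin gene of red blood cells, was at 26.3 and 98.5 CPM in NP1. A single animal stands on each side, so these differences were not tested.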

Gene expression patterns between the different animals showed near perfect positive correlation indicating high similarity of inter-individual transcriptome profiles (Supplementary Fig. 1j). 

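Neurons of the females expressed many genes each, and those that mark sensory neurons were present in all types. A neuron held 5707 genes on average (5431 in WG17019, 6081 in WG17020) and 30653 UMIs (26271 and 36573). After thinning each neuron to 10000 UMIs, 3487 genes remained on average in the 1553 neurons with enough. *RBFOX3*, the NeuN splicing factor of mature neurons, was at 93.6 and 113 CPM in WG17019 and WG17020 and had a UMI in 85.6% of neurons (60.8% after thinning). Its lowest level among the 8 tested types was in PEP1, at 58.2 and 60.8 CPM. *SLC17A6* encodes VGLUT2, which loads glutamate into synaptic vesicles, and lies on chromosome 14 of Mmul_10 from 43185523 to 43227407. It was at 120.0 and 87.6 CPM and had a UMI in 83.8% of neurons, and TrpM8Low (306 and 327 CPM) exceeded NP1 (64.1 and 50.0 CPM). *RBFOX3* had a UMI in 25.9% and *SLC17A6* in 37% of the non-neuronal cells, at a median depth of 7328 UMIs against 27236 in neurons.
Satellite glia wrap the bodies of sensory neurons, and genes known from them had counts in neurons at a low level, of a source that was not tested. *FABP7*, a fatty acid carrier of glia, was at 5.01 and 0.988 CPM in neurons and had a UMI in 7.01% of them. *APOE* was at 24.7 and 2.81 CPM, with a UMI in 8.79%. Both were higher in WG17019, and *APOE* was highest in NP3, at 49.2 and 24.3 CPM. It had no UMI in TrpM8Low, TrpM8High and PEP2, which together hold 60 cells.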

The analyzed neurons contained 5687 genes and 38,624 unique transcripts per cell on average, expressed neuron and sensory neuron specific genes (*RBFOX3*, *SLC17A6*) throughout with limited expression of satellite-glia genes (*FABP7, APOE*), and showed unique gene expression profiles (Supplementary Fig. 1k, l and Fig. 1c, d).

**Fig. 1:**
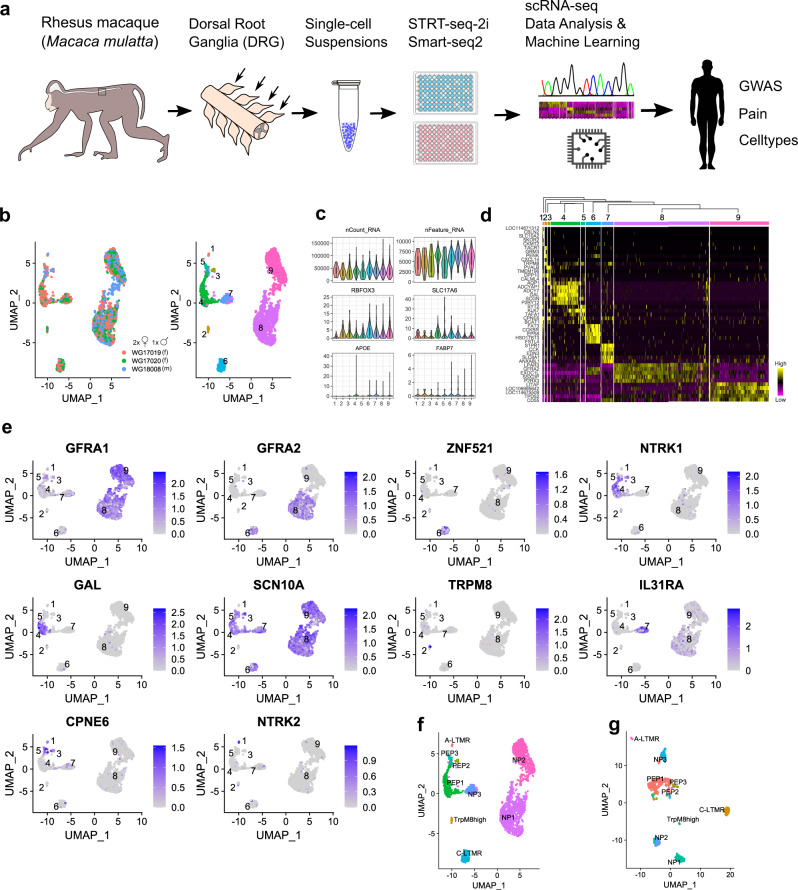
Somatosensory neuron clusters in the macaque DRG. **a** A schematic view of the workflow. **b** UMAP plots showing (left) the contribution of individual animals (*N* = 3) to STRT-2i-seq clusters and (right) final cluster numbers (m = male, f = female). **c** Violin plots showing total counts of unique transcripts, detected genes, and transcript counts for neuronal and satellite-glia marker genes in the neuronal clusters. *Y*-axes show detected genes per cell for nFeature_RNA; all others are raw UMI counts. Boxplot defines the median, interquartile range (IQR), and 1.5 × IQR (whiskers). **d** A hierarchically organized heatmap with the five most specific genes (by *p*-adj) for each cluster. **e** UMAPs showing mouse canonical marker gene expression in the STRT-2i-seq macaque clusters. **f** STRT-2i-seq macaque clusters named after most likely mouse counterparts. **g** Named Smart-seq2 clusters after label transfer from the STRT-2i-seq data. Image sources: freevectors.net (human silhouette), needpix.com (microwell plates), openclipart.org (Eppendorf tube).

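The receptors for nerve growth factors divide sensory neurons into the classes that their targets supply. *GFRA1* and *GFRA2*, the receptors of *GDNF* and neurturin, were both higher in NP1 and parted in NP2 and C-LTMR. *NTRK1*, the receptor of nerve growth factor, was low in NP1 and high in PEP1 and PEP2. *GFRA1* lies on chromosome 9 of Mmul_10 from 116549359 to 116771215, and was at 325 and 363 CPM in NP1 and 520.3 and 550.0 in NP2. It was higher in both, with log2 fold changes of 2.35 and 3.06 (adjusted p = 1.94e-05 and 8.89e-07 from edgeR's quasi-likelihood test). *GFRA2* was at 203 and 224 CPM in NP1 (log2 fold change 5.86, standard error 0.61, adjusted p = 1.88e-05 from the same test), 274 and 313 in C-LTMR (log2 fold change 6.27) and 17.5 and 3.55 in NP2. *ZNF521*, a zinc finger factor of touch neurons, was at 214 and 225 CPM in C-LTMR (log2 fold change 5.45, standard error 0.26, adjusted p = 3.62e-09 from the same test) and also higher in TrpM8High (log2 fold change 3.53). *IL31RA*, the receptor of the itch cytokine interleukin 31, was at 311 and 289 CPM in NP3 (log2 fold change 5.87, standard error 0.29, adjusted p = 1.1e-08 from the same test).
Pain peptides and channels separated the rest. *GAL* encodes the peptide galanin and was at 488 and 555 CPM in PEP1, with a log2 fold change of 5.51, and *NTRK1* at 251 and 304 CPM (log2 fold change 3.09). In PEP2, *NTRK1* was at 338 and 326 CPM with a log2 fold change of 3.48, and the copine *CPNE6* at 209 and 211 CPM (log2 fold change 3.77, standard error 0.64, adjusted p = 0.00277 from the same test). The channel of pain neurons *SCN10A* was also higher in PEP2 (log2 fold change 1.03). The cold receptor channel *TRPM8* reached 517 and 771 CPM in TrpM8High (log2 fold change 6.10, standard error 0.38, adjusted p = 8.88e-08 from the same test). *SCN10A* was nearly lacking there, at 12 and 10.0 CPM (log2 fold change -4.51). *NTRK2*, the receptor of *BDNF*, was at 368 and 223 CPM in the 1 and 2 A-LTMR cells of the animals and at 78.2 and 80.1 in TrpM8High. The clusters were named with these genes, so their place in the named types is not independent evidence.

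**Figure D2:**
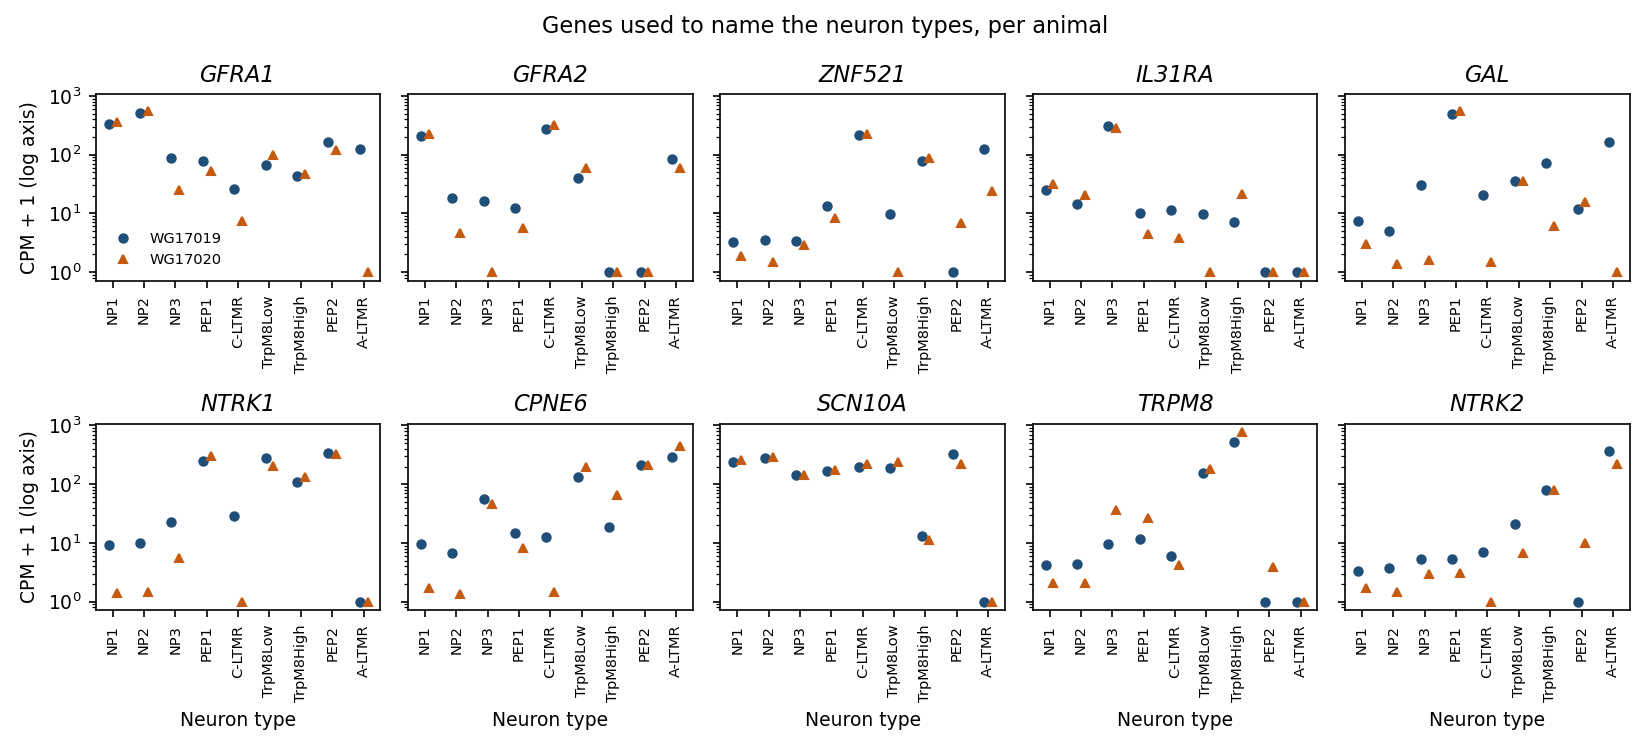
Level of 10 genes used for naming the neuron types, in CPM on a log axis with 1 added, by type; circles are WG17019 and triangles WG17020. *ZNF521* and *GFRA2* peak in C-LTMR, *TRPM8* in TrpM8High and *IL31RA* in NP3, at the levels given for each animal.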

After clustering, we used canonical mouse DRG neuron markers to assign tentative identities for the clusters based on their likely mouse counterparts (Fig. 1e, f): NP1 (cluster 8) and NP2 (cluster 9) were named based on the combination of *GFRA1* and *GFRA2* expression; C-LTMRs (6) were assigned using *GFRA2* and *ZNF521* (*Zpf521* in the mouse); *NTRK1* and *GAL* were used to identify PEP1 (4); *SCN10A* and *TRPM8* suggested the identity of the TrpM8^high^ (2) cluster (negative for *SCN10A*); *IL31RA* expression was used for naming NP3 (7); *CPNE6* together with *NTRK2* was used to assign putative A-LTMRs (1), and *CPNE6* together with *NTRK1* and *SCN10A* were used to assign the PEP2 (3) cluster. The final cluster (5) also expressed *CPNE6*, *NTRK1*, and *SCN10A*, and was named PEP3.

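TrpM8Low, which stands for PEP3, had RNA of genes known from large and myelinated neurons and of a nociceptor's receptors. Axon size was not measured, and the paper takes PEP2 and PEP3 as Aδ-nociceptors. *CPNE6* was at 133 and 195 CPM in its 24 and 6 cells (log2 fold change 3.22, standard error 0.67, adjusted p = 0.0126 from edgeR's quasi-likelihood test), and *NTRK1* at 278 and 207 CPM (log2 fold change 2.94, standard error 0.70, adjusted p = 0.0265 from the same test). *SCN10A* was at 186 and 235 CPM, present in 76.7% of cells, and was not called against the mean of the other types (log2 fold change 0.53, standard error 0.16, adjusted p = 0.0884 from the same test). The neurofilament *NEFH*, which fills large axons, was at 3075 and 3015 CPM and its log2 fold change was 3.08. Of 25 tested genes of large and myelinated neurons, 12 were higher, among them *NEFM*, *NTRK3*, *KCNAB1*, *SCN1A*, *SCN4B*, *CALB1* and *SYT2*, and 1, *CNTNAP2*, was lower (16 higher and 2 lower when adjusted over the list alone). In PEP2 10 of them were higher and none was lower (15 higher and 0 lower when adjusted over the list alone, and 0 lower at an unadjusted p under 0.05 from edgeR and 0 by DESeq2), and *NEFH* was at 3879 and 4195 CPM.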

A second dataset was prepared from five female macaques using Smart-seq2 technology. After clustering and cleaning steps (Supplementary Fig. 2a–d), these data included 1038 neurons showing >480,000 counts and >13,500 detected genes per cell on average (Supplementary Fig. 2e, f). Tentative neuron identities for this dataset were assigned in a supervised manner using the STRT-2i-seq data as a reference (Fig. 1f, g and Supplementary Fig. 2g). Interrogation of marker gene expression used for tentative cell-type assignment showed identical patterns between the two macaque datasets (Supplementary Fig. 2h); thus, representing an independent identification of the cell types identified in the STRT-2i-seq data. 

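Each neuron type carried RNA for its own receptors, peptides and signalling proteins. NP1 was marked by *LPAR3*, a receptor of the itch lipid lysophosphatidic acid, by the potassium channel subunit *KCNIP2* and by the secreted protein *SPP1*. NP2 had *LITAF*, *GPAT2*, the nucleotide sugar receptor *P2RY14* and the nicotinic receptor subunit *CHRNA3*. NP3 had the peptides *SST* and *EDN3*, the lipid receptor *S1PR1* and *ANXA8*. PEP1 had the receptor *P2RY12*, the peptide *ADCYAP1* and the surface protein *CD160*. C-LTMRs had the cadherin *FAT3*, *CCKBR* and *S100A4*, TrpM8Low the receptor *KIT* and *TAGLN2*, TrpM8High the receptors *GRM3* and *TACR1* and the opioid precursor *PENK*, and PEP2 the receptor subunit *CHRNA7* and the channel subunit *KCNV1*.
*CD160* lies on chromosome 1 of Mmul_10 from 103544836 to 103565828 and reached 138 and 192 CPM in PEP1 (log2 fold change 7.79, standard error 0.47, adjusted p = 1.69e-07 from edgeR's quasi-likelihood test). *FAT3*, which shapes dendrites, was at 109.6 and 149 CPM in C-LTMR (log2 fold change 8.36, standard error 0.41, adjusted p = 2.06e-08 from the same test), and *PENK*, the source of enkephalin, at 1629.6 and 666 CPM in TrpM8High (log2 fold change 8.64, standard error 0.75, adjusted p = 8.42e-06 from the same test). *CHRNA7* was at 295 and 59.3 CPM in PEP2 and its log2 fold change 6.33. For *LITAF* in NP2 it was 4.09 and for *TAGLN2* in TrpM8Low 8.66.
Over all genes, 1461 were higher in NP1 than in the other types and 700 lower, 1463 and 784 in NP2, 967 and 464 in NP3, 1126 and 497 in PEP1 and 1381 and 756 in C-LTMR. TrpM8Low had 333 higher and 99 lower, TrpM8High 363 and 293, and PEP2 281 and 173. With the animal as a replicate block the higher and lower counts became 2256 and 1151 in NP1 and 1794 and 1039 in PEP1, the higher count 2196 and the lower 1215 in NP2, and the lower counts 847 in NP3 and 182 in TrpM8Low. A comparison with the sum of all other neurons, in which types with many cells weigh most, moved most of these counts. The higher genes were then 35 in NP1, 96 in NP2, 306 in NP3, 1322 in PEP1 and 777 in C-LTMR. In the rare types they were 242 in TrpM8Low, 247 in TrpM8High and 129 in PEP2, and DESeq2 called 515, 693 and 485 in turn. Of the markers in Supplementary Data 1 that could be tested, those higher in their own type were 49 of 49 for NP1, 102 of 111 for NP2, 164 of 203 for NP3, 198 of 239 for PEP1, 103 of 104 for C-LTMR, 67 of 77 for TrpM8Low, 44 of 49 for TrpM8High and 54 of 64 for PEP2. Of all tested genes 2.28% (PEP2) to 11.9% (NP2) were higher. These lists were drawn from cells that include the present ones and are not independent evidence.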

For full marker lists from both scRNA-seq datasets, see Supplementary Data 1 and 2. An interactive web resource for browsing the datasets is available at https://ernforsgroup.shinyapps.io/macaquedrg/.

### A consensus on mouse DRG neuron types across datasets

We wanted to further leverage the vast knowledgebase of mouse DRG neuron types in our investigation of primate DRG neurons. For this, we used two major scRNA-seq datasets from previously published mouse studies, referred hereafter as the Zeisel and Sharma datasets^7,9^. These studies identify similar number of cell types, but it is not known if the same kinds of neurons were identified and furthermore, the studies use different nomenclature. We therefore first identified the corresponding cell types between the datasets. Using the label transfer method implemented in Seurat, we transferred labels from Sharma over to the Zeisel data (Fig. 2a, b and Supplementary Fig. 3a) and then also named the Zeisel types using Usoskin nomenclature^8^ (Fig. 2c). We then repeated the label transfer from Zeisel to Sharma data and named the Sharma types also using Usoskin nomenclature (Fig. 2d–f and Supplementary Fig. 3b). Finally, we repeated the label transfer from Zeisel to Sharma both ways using Usoskin labels for the Zeisel data, and observed identical results (Supplementary Fig. 3c, d).

**Fig. 2:**
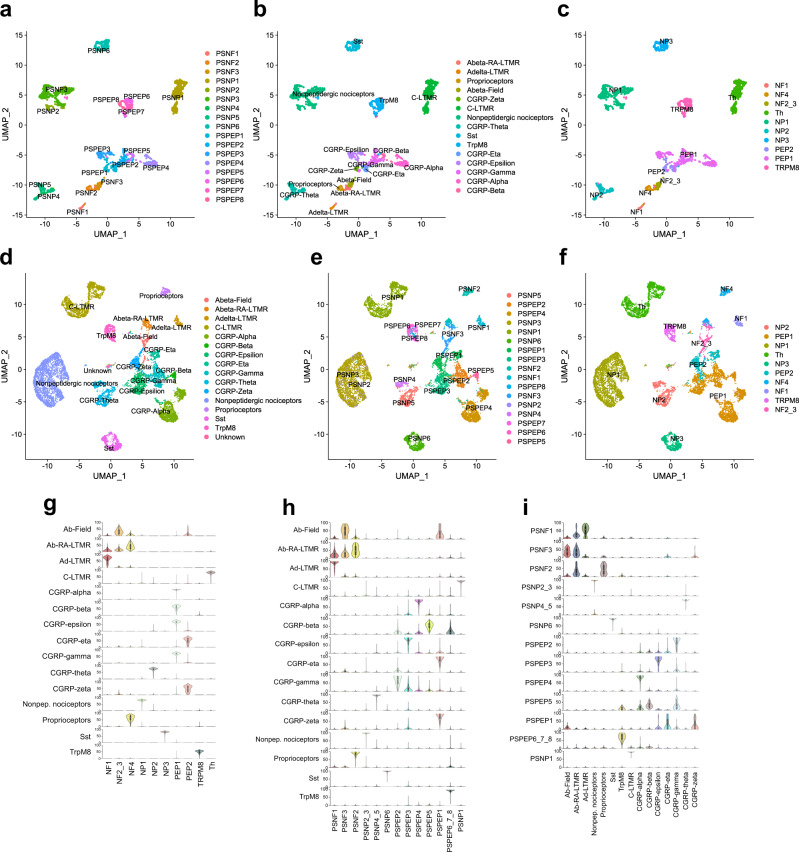
Consensus of mouse DRG neuron types across datasets and nomenclatures. **a**–**f** UMAPs showing **a** Zeisel types with Zeisel nomenclature, **b** Zeisel data after label transfer from Sharma data, **c** Zeisel data with Usoskin nomenclature, **d** Sharma data with original nomenclature, **e** Sharma data after label transfer from Zeisel data, and **f** Sharma data with Usoskin nomenclature. **g** Probability scores of Sharma types against Zeisel trained module (performed with Usoskin nomenclature). **h** Probability scores of Sharma types against Zeisel trained module (performed with Zeisel nomenclature). **i** Probability scores of Zeisel types against Sharma trained module (performed with original nomenclature from Sharma). Boxplots in **g**–**i** define the median, interquartile range (IQR), and 1.5 × IQR (whiskers).

As an independent method to establish the similarity between cell types identified in the different studies, we employed neural-network-based probabilistic scoring modules for learning cell-type features between datasets. We trained the modules using both mouse datasets and using all three nomenclature versions (Zeisel and Usoskin nomenclatures for Zeisel data; Sharma nomenclature for Sharma data) (Supplementary Fig. 4a–i). We then tested the performance of these modules in finding the corresponding cell types between the datasets and found that the modules detected with high probability cell types across the different datasets and that the cell-type assignments concurred with the results obtained by the label transfer. For the rest of our analyses we used the Usoskin type nomenclature as the default naming. Taken together, the results confirmed a one-to-one relationship between nociceptor types identified in refs. ^7,9^ although the Aδ-nociceptors of Zeisel were split into two subtypes in Sharma (Fig. 2a–i). Because Usoskin nomenclature performed with the least noise and greatest prediction scores, we used this nomenclature for the rest of our analyses.

### Overall cross-species conserved strategy for somatosensation

We proceeded to use the probabilistic neural-network machine-learning approach to evaluate whether the neuronal basis of somatosensation is conserved between macaque and mouse, and to validate our tentative assignment of cross-species neuron correlations. For this purpose, we generated the probability score for each macaque cluster to the mouse neuron types using both the macaque STRT-2i-seq and Smart-seq2 datasets. Each of the macaque clusters showed similarity to the previously assigned mouse neuron types (Fig. 3a, b and Supplementary Fig. 5). These results also indicated that the macaque A-LTMR cluster consists of cells corresponding to the lightly myelinated Aδ-LTMR type. Our original annotation of corresponding macaque-mouse neuron types was consistent with the expression of *PRDM12* in all nociceptors and the mechanosensory channel *PIEZO2* in A-LTMRs, C-LTMRs, and NP1 (Fig. 3c). 

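*PRDM12*, a transcription factor that pain neurons need to form, was expressed at like levels in all 8 tested types. The gene lies on chromosome 15 of Mmul_10 from 9810550 to 9826630. NP2 had 116 and 149.8 CPM in WG17019 and WG17020, PEP1 115 and 121 and C-LTMR 126 and 163. The lowest levels were in TrpM8Low (85.3 and 51.7 CPM) and PEP2 (91.2 and 83.1 CPM). The contrasts of NP2, C-LTMR and TrpM8Low had log2 fold changes of 0.39, 0.44 and -0.74 (adjusted p = 0.111, 0.0939 and 0.161 from edgeR's quasi-likelihood test), and the other 5 had larger adjusted p values. With the animal as a replicate block *PRDM12* passed the same test in NP2 (adjusted p = 0.0125) and C-LTMR (adjusted p = 0.0134).
*PIEZO2*, the channel that opens when a touch neuron's membrane is stretched, was hardly counted in these cells. It had a UMI in 17 of 1627 neurons (1.04%). C-LTMRs had 1.23 and 0 CPM and NP1 0.312 and 0.4, and the 3 A-LTMR cells had no UMI of it. The count of *PIEZO2* was too low to be tested, so a difference between types was not detectable here. Whether depth, the annotation of the gene or the choice of cells accounts for this was not tested.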

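*PVALB* encodes parvalbumin, a calcium buffer of neurons that fire fast. In PEP2 it was at 735 and 608 CPM in the 6 cells of WG17019 and the 8 of WG17020 (log2 fold change 6.65, standard error 0.44, adjusted p = 5.68e-07 from edgeR's quasi-likelihood test). It had a UMI in 12 of 14 PEP2 cells. TrpM8High had 174 and 0 CPM, PEP1 16.5 and 26.9 and TrpM8Low 8.75 and 23. The 1 A-LTMR of WG17019 and the 2 of WG17020 had 0 and 0 CPM. *PVALB* lies on chromosome 10 of Mmul_10 from 14751168 to 14769417.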

Interestingly, the mouse proprioceptor marker *PVALB* was expressed in the macaque PEP2 neurons. PEP3, the other macaque neuron type showing similarity to mouse PEP2 differed from PEP2 neurons by expression of *TRPM8*, *PIEZO2*, *KIT*, and *SCGN*, but no or low levels of the heat-sensitive channels *TRPV1* and *TRPA1* (Fig. 3d). 

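TrpM8Low had more RNA of the cold channel *TRPM8* than PEP2 in both animals, short of the threshold between the pair. *TRPM8* was at 153 and 184 CPM in TrpM8Low (log2 fold change against all other types 4.07) and at 0 and 2.97 in PEP2. Between the pair the log2 fold change was 6.33 (standard error 1.26, adjusted p = 0.0507 from edgeR's quasi-likelihood test, and 0.00403 with the animal as a replicate block). *KIT*, the receptor of stem cell factor, was at 203 and 281 CPM against 0 and 8.9 (log2 fold change 5.29, adjusted p = 0.0736 from the same test, and 0.0057 with the animal as a replicate block). *SCGN*, a calcium sensor of secreting cells, was at 444 and 356 CPM against 0 and 80.1 (log2 fold change 2.97, standard error 1.19, adjusted p = 0.47 from the same test). *PIEZO2* was at 2.19 and 0 CPM in TrpM8Low and 0 and 0 in PEP2. The heat channel *TRPV1* was at 41.5 and 11.5 CPM in TrpM8Low and 59 and 23.7 in PEP2, and the irritant channel *TRPA1* at 21.9 and 17.2 and 53.6 and 53.4. Between the pair *TRPV1* had a log2 fold change of -0.26 and *TRPA1* of -1.44 (adjusted p = 0.994 and 0.817 from the same test), and PEP1 had far more, with 221 and 223 and 305 and 309.7 CPM.
A small number of genes passed between TrpM8Low and PEP2. Higher in TrpM8Low were the vesicle protein *RAB3B* (log2 fold change 3.68, standard error 0.55, adjusted p = 0.00771 from edgeR's quasi-likelihood test), the granule protein *CHGA* (log2 fold change 2.80) and the sodium channel *SCN11A* (log2 fold change 3.21). Higher in PEP2 were *PVALB* (log2 fold change -5.75), the substance P gene *TAC1* (log2 fold change -2.75, standard error 0.54, adjusted p = 0.0429 from the same test) and the acid-sensing channel *ASIC3* (log2 fold change -2.69). *TAC1* was at 3192 and 2982 CPM in PEP2 and 392 and 603 in TrpM8Low, and lies on chromosome 3 of Mmul_10 from 108394177 to 108402680. In all, 17 genes were higher in TrpM8Low and 15 in PEP2, and 51 and 43 with the animal as a replicate block.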

When compared to the mouse PEP2 subtypes in the Sharma data, macaque PEP3 showed higher probability to CGRP-eta over GCRP-zeta and PEP2 to GCRP-zeta over CGRP-eta (Supplementary Fig. 5a, b), indicating two types of Aδ-nociceptors.

**Fig. 3:**
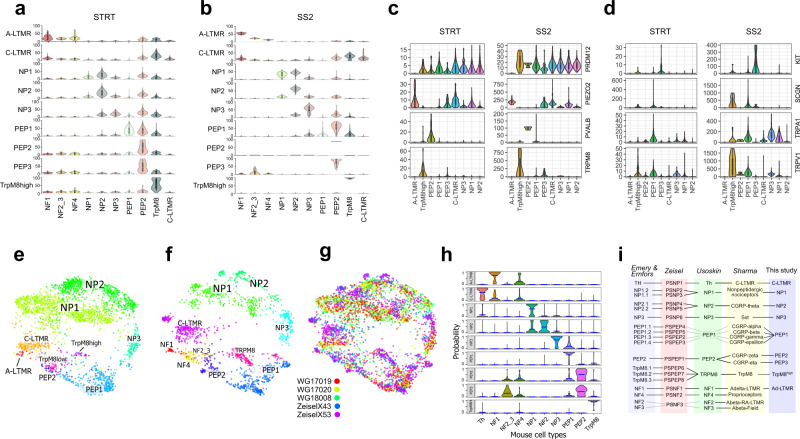
Identification of primate correlates of mouse neuron types. **a**, **b** Violin plots showing prediction percent probability scores for each macaque cluster against established mouse DRG cell types trained with Usoskin nomenclature. **a** STRT-2i-seq (*n* = 3), **b** Smart-seq2 (*n* = 5). **c** Violin plots of markers expressed in macaque clusters. *Y*-axis, raw UMI counts for STRT-2i-seq (STRT) and counts for Smart-seq2 (SS2). **d** Violin plots showing genes differentially expressed between macaque PEP2 and PEP3 clusters. Boxplots in **a**–**d** define the median, interquartile range (IQR), and 1.5 × IQR (whiskers). **e**–**g** LargeViz plot showing cross-species clustering of macaque STRT-2i-seq and mouse Zeisel et al. datasets on a shared plot. **e** Macaque, ** f** mouse, **g** merged plot (legend shows origin of samples, WG = macaque, Zeisel = mouse). **h** Probability plot of label propagation from mouse neuron types to macaque neuron types. Horizontal blue bars represent mean position for each distribution. **i** Synopsis of the corresponding DRG neuron types between mouse and macaque datasets and nomenclatures.

To gain further confidence in our cross-species analyses we performed co-integration of our macaque STRT-2i-seq data with the Zeisel mouse data using Conos. Here, the previously assigned macaque clusters showed close positioning to homologous mouse clusters on a joined cross-species clustering graph (Fig. 3e–g). This strong cross-species association was also apparent on the probability profiles after label propagation from mouse clusters to individual macaque neurons. All macaque clusters showed close to one-to-one correspondence to individual mouse clusters with PEP2 and PEP3 having the strongest association to the mouse PEP2 cluster (Fig. 3h). Combined, these results show evidence of a strong cross-species association of sensory neuron types, indicating that the overall cellular basis for somatosensation is conserved between mouse and macaque (Fig. 3i).

The macaque neuronal types were validated in vivo by triple in situ hybridization (Fig. 4a and Supplementary Fig. 6). *SCN10A* was used as a general marker for nociceptors together with cluster-specific markers or a combination of markers defining only one cluster. For some clusters, negative markers were used to rule out types other than the one under analysis (see “Methods”).

**Fig. 4:**
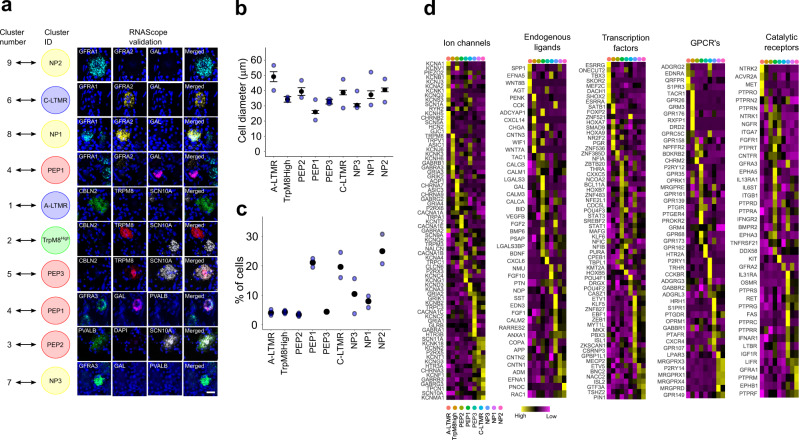
In vivo validation and gene family expression in the macaque DRG neuron types. **a** Naming the macaque clusters after the closest corresponding mouse cell types (left) with RNAScope validations (right). Scale bar = 20 µm. **b** Diameter of neuronal types in lumbar DRGs, mean ± SEM. **c** Percent of each neuronal type among neurons of all types identified in this study in lumbar DRG. In **b**, **c**, blue dots represent values for individual animals. **d** Heatmaps of gene expression profiles for selected gene families in the macaque STRT-2i-seq DRG neuron clusters. Source data for **b**, **c** are provided as a Source Data file.

In addition, we analyzed the soma size distribution and percentage contribution of each cell type in the DRG using in situ hybridization data (Fig. 4b, c). 

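Transcription factors keep neuron types apart, and several were higher in C-LTMRs than in the mean of the other types. Of 27 tested sensory neuron transcription factors 11 were higher in C-LTMR and 3 lower (14 higher and 3 lower when adjusted over the list alone). *MAF*, which mouse touch neurons need, was at 3.69 and 7.85 CPM there (log2 fold change 2.24, standard error 0.61, adjusted p = 0.0175 from edgeR's quasi-likelihood test), and *POU4F2*, *RUNX1* and *TBX3* were higher as well. TrpM8High had *FOXP2* (12 and 85.1 CPM) with 6 of the list higher, and NP1 had 6, among them *RUNX1* and *CASZ1*. PEP1 had *ZEB2*, *RORA* and *SHOX2*, NP2 and NP3 had *ETV1*, TrpM8Low had *ONECUT2* and *HOXD1*, and *ZEB2* was also higher in TrpM8Low and was the member higher in PEP2.
Ion channel genes differed between the types. Of 12 tested voltage-gated sodium channel genes, *SCN1A*, *SCN2A*, *SCN10A* and *SCN4B* were higher in C-LTMR and none lower (5 higher and 0 lower when adjusted over the list alone) (edgeR's quasi-likelihood test, 0 at an unadjusted p under 0.05, 0 by DESeq2). Against the sum of all other neurons the log2 fold change of *SCN10A* in C-LTMR was -0.19. *SCN8A*, the channel of nodes of Ranvier, was higher in PEP2 (log2 fold change 0.96, standard error 0.25, adjusted p = 0.0474 from the same test), and NP1 and NP2 had *SCN4A* and *SCN11A*. Of 20 potassium channel genes 6 were higher in C-LTMR, *KCNA4*, *KCNA6*, *KCNC4*, *KCND2*, *KCNH6* and *KCNS3*, and 3 lower (6 higher and 4 lower when adjusted over the list alone). Of 12 thermosensitive and mechanosensitive channel genes *TRPV1*, *TRPA1*, *TRPM3*, *TRPC1* and *KCNK10* were higher in PEP1 and *KCNK18* lower (5 higher and 2 lower when adjusted over the list alone, 2 lower with the animal as a replicate block). *TRPM3*, a channel of noxious heat, lies on chromosome 15 of Mmul_10 from 85953710 to 86861289 and was at 16 and 20.5 CPM in PEP1 (log2 fold change 0.99, standard error 0.26, adjusted p = 0.0167 from the same test). NP1 and NP2 had *KCNK18*, a potassium channel that calms pain neurons, at 188 and 205 and 218 and 209 CPM in turn. Of 28 nicotinic, GABA and glutamate receptor channel genes 8 were higher in NP3, *CHRNA3*, *GABRA1*, *GABRB2*, *GABRB3*, *GRIA1*, *GRIK1*, *GRIK2* and *HTR3B*, and *CHRNA9* was lower (10 higher and 1 lower when adjusted over the list alone). Of 6 purinergic and acid-sensing channel genes none was higher in NP2 (edgeR's quasi-likelihood test, 0 at an unadjusted p under 0.05, 0 by DESeq2) and *P2RX6*, *ASIC1* and *ASIC2* were lower (0 higher and 3 lower when adjusted over the list alone). *P2RX3*, an ATP-gated channel, was the member higher in NP1, at 6.87 and 10.2 CPM with a log2 fold change of 4.44. *ASIC1* was higher in C-LTMR (log2 fold change 2.62) and *ASIC3* in PEP2 (log2 fold change 2.24).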

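Several peptides and receptors of growth factors were higher in PEP1 than in the mean of the other types. Of 14 tested neuropeptide and ligand genes 7 were higher in PEP1, *TAC1*, *CALCA*, *CALCB*, *GAL*, *ADCYAP1*, *CARTPT* and *BDNF*, and none was lower (7 higher and 0 lower when adjusted over the list alone) (edgeR's quasi-likelihood test, 0 at an unadjusted p under 0.05, 1 by DESeq2). *ADCYAP1* encodes PACAP, a peptide that widens blood vessels and sensitises pain pathways, and lies on chromosome 18 of Mmul_10 from 62201864 to 62210011. It was at 517 and 530.5 CPM in PEP1 (log2 fold change 5.13, standard error 0.53, adjusted p = 1.21e-05 from edgeR's quasi-likelihood test). Summed over the list, peptide RNA reached 42402 and 39231 CPM in PEP1, and it was near this in PEP2 (42278 and 35395), NP3 (39857 and 31320) and TrpM8Low (35984 and 32178). NP3 had *SST* and *CCK*, NP1 had *NPPB*, and TrpM8Low and PEP2 had *NMB*. Early response genes, which neuron activity and cell dissociation set off, were higher in PEP1 too, 5 of 11, *FOS*, *JUND*, *DUSP1*, *ZFP36* and *BTG2* (6 higher and 0 lower when adjusted over the list alone, 7 higher with the animal as a replicate block), with sums of 778 and 1027 CPM.
Of 13 neurotrophic factor receptor genes *NTRK1*, *GFRA3*, *KIT*, *MET* and *CNTFR* were higher in PEP1 and none was lower (6 higher and 0 lower when adjusted over the list alone; 1 higher by DESeq2 and 7 with the animal as a replicate block) (edgeR's quasi-likelihood test, 0 at an unadjusted p under 0.05, 0 by DESeq2). *RET*, the partner of the GFRA receptors, was higher in NP1, NP2, NP3 and C-LTMR and lower in TrpM8Low and PEP2, though in C-LTMR its log2 fold change against the sum of all other neurons was -0.01. Of 17 genes for receptors and channels that analgesic drugs bind, 6 were higher in PEP1, *OPRM1*, *OPRK1*, *CNR1*, *SSTR1*, *PTGER4* and *BDKRB2*, and *GABBR2* was lower (10 higher and 2 lower when adjusted over the list alone). *OPRM1*, the target of morphine, was at 6.57 and 13.7 CPM in PEP1 (log2 fold change 2.59, standard error 0.43, adjusted p = 0.0008 from the same test), 12.8 and 17.9 in NP3 and 0.211 and 0.118 in NP2. The calcium channel subunits *CACNA2D1* and *CACNA2D2*, which bind gabapentin, were higher in NP2 and NP3 and lower in C-LTMR. *CACNA2D1* was at 206 and 214 CPM in NP3 and 75.1 and 60.5 in C-LTMR. *VIP*, *GRP*, *TRPV3* and *OPRD1* are not in the deposited table and were not analysed here.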

Finally, we interrogated each of the neuron types for unique expression patterns for transcription factors, ion channels, G-protein couple receptors (GPCRs), catalytic receptors, and endogenous ligands, including neuropeptides (Fig. 4d). This revealed, for example, the expression of multiple GPCRs related to exogenous defense and cholestatic itch in NP1 and NP2 (*MRGPRX1-4*), and to histaminergic itch and inflammatory lipids in NP3 (*HRH1*, *S1PR1*) and NP1 (*LPAR3*).

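The MRGPRX receptors, which sense bile acids, peptides and drugs that cause itch, were concentrated in NP1 and NP2. *MRGPRX1* was at 227 and 363 CPM in NP1 and 247 and 233 in NP2, and *MRGPRX4* at 16.4 and 34 and 26.7 and 38.2. In NP1 the log2 fold changes of *MRGPRX1* to *MRGPRX4* were 3.55, 3.58, 3.94 and 3.85. For *MRGPRX3* in NP1 the standard error was 0.30 and the adjusted p = 5.3e-07 from edgeR's quasi-likelihood test. These paralogs are alike in sequence and may share reads, so a count is less certain for each member than for the group. The histamine receptor *HRH1* was at 589 and 435 CPM in NP3 (log2 fold change 3.49, standard error 0.39, adjusted p = 2.39e-05 from the same test). *S1PR1*, which binds the lipid sphingosine 1-phosphate, was at 116 and 159 CPM in NP3 (log2 fold change 7.49, standard error 0.38, adjusted p = 2.41e-08 from the same test). *LPAR3* was at 92.6 and 87 CPM in NP1 (log2 fold change 4.34, standard error 0.27, adjusted p = 2.44e-07 from the same test) and 18.7 and 19.4 in NP2, and lies on chromosome 1 of Mmul_10 from 139528911 to 139611686. Of 16 tested itch receptor genes 12 were higher in NP1 (12 higher and 0 lower when adjusted over the list alone) and 10 in NP2 (10 higher and 0 lower when adjusted over the list alone), and none was lower in either (edgeR's quasi-likelihood test, in NP1 0 at an unadjusted p under 0.05, 0 by DESeq2). *MRGPRD*, the receptor of beta-alanine, was at 15.9 and 32.5 CPM in NP1 and 5.9 and 8.76 in NP2. NP3 had 5 higher, *HRH1*, *IL31RA*, *OSMR*, *S1PR1* and *CYSLTR2*, and *MRGPRX1* and *IL13RA1* were lower (5 higher and 2 lower when adjusted over the list alone). Against the sum of all other neurons *CYSLTR2* in NP3 had a log2 fold change of -0.99, and *MRGPRD* in NP2 one of -0.81.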

### Species differences and similarities in gene expression

Our above results confirm an overall existence of neuronal correlates between the mouse and a primate; nevertheless, important divergences could still exist when examining expression of individual genes within each of the different mouse–macaque correlates. In order to provide a more comprehensive map of the molecular conserved and divergent features of somatic sensation and pain between the mouse and the macaque, we compared gene expression patterns between the species (Fig. 5a–c and Supplementary Data 3). Because strategies to identify new molecular targets for development of analgesic drugs often are focused on genes expressed uniquely in the neuron type(s) causative of pain, we examined the presence of genes within the different neuron types to identify conserved transcriptional programs between species as well as sets of genes that are expressed in highly species-specific manner between corresponding cell types. In such analyses, false negatives can confound the results. We therefore first examined the reliability of the individual STRT-2i-seq and Smart-seq2 datasets in side-by-side analyses of cell-type-specific expression patterns of mouse–macaque shared genes observing high reproducibility across different platforms (Supplementary Fig. 7a–c). We thereafter combined the datasets for mouse^7,9^ and macaque (STRT-2i-seq and Smart-seq2) to obtain integrated datasets for mouse and macaque. Analysis of this dataset revealed the existence of robust conserved molecular features between mouse and non-human primate (Fig. 5a).

**Fig. 5:**
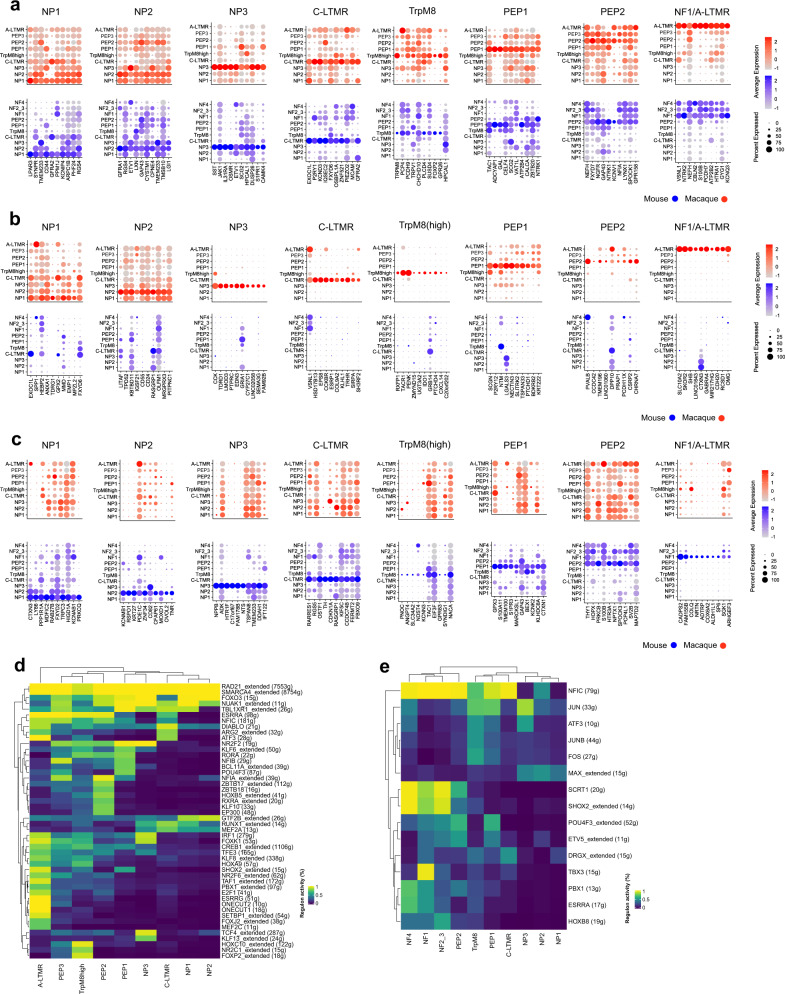
Comparison of gene expression profiles across species. **a** Dot plots showing ten most specific shared markers of corresponding/homologous cell types between the species. **b** Dot plots showing ten most macaque specific markers for each corresponding cell-type pair. **c** Dot plots showing ten most mouse-specific markers for each corresponding cell-type pair. Dot sizes in **a**–**c** correspond to the percentage of cells expressing the gene in the cluster and color scale indicates log2FC. **d** Heatmap showing binary regulon activity in each of the macaque DRG cell types. **e** Heatmap showing binary regulon activity in the mouse DRG cell types. In **d**, **e** the number of target genes is indicated in the parenthesis.

For example, neuronal type-specific mouse-macaque conserved features for NP3 neurons included *SST*, *JAK1*, *IL31RA*, *OSMR,* and *S1PR1* (*n* = 36 genes) and for C-LTMRs *P2RY1*, *EXOC1L*, *KCND3*, *IQSEC2*, *OSBPL1A*, and *FXYD6* (*n* = 60 genes). 

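NP3 neurons of both females made the parts of a cytokine itch pathway, the receptor *OSMR* and the kinase *JAK1*, beside the itch peptide somatostatin (*SST*). *SST* lies on chromosome 2 of Mmul_10 from 10153093 to 10154595 and was at 4391 and 5623 CPM in NP3 (log2 fold change 6.11, standard error 0.46, adjusted p = 6.56e-07 from edgeR's quasi-likelihood test). *OSMR* was at 264 and 232 CPM (log2 fold change 3.93, standard error 0.30, adjusted p = 7.19e-07 from the same test) and *JAK1* at 1313 and 1888 CPM (log2 fold change 2.38). In C-LTMRs the ADP receptor *P2RY1* was at 304 and 231 CPM (log2 fold change 5.50, standard error 0.20, adjusted p = 8.86e-10 from the same test). The synaptic exchange factor *IQSEC2*, the lipid transfer gene *OSBPL1A* and the sodium pump subunit *FXYD6* were higher too, with log2 fold changes of 2.49, 2.24 and 2.28. *FXYD6* was at 1096 and 770.1 CPM. *KCND3*, a potassium channel of slow firing, was at 1.23 and 3.23 CPM in C-LTMRs with a UMI in 6.04% of cells, too few for a test. *EXOC1L* is not in the deposited table and was not analysed here. These values are from the STRT-2i-seq cells of both females alone.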

The largest cell-type-specific shared gene program was found between mouse and macaque Aδ-LTMRs ( n= 126 genes) whereas NP1 and NP2 both had cell-type-specific conserved features of less than 30 genes (*n* = 26 and 27, respectively). However, we also identified cell-type-specific gene expression that were species specific and these existed both in mouse and macaque (Fig. 5b, c and Supplementary Data 3). As examples, species differences included in NP3 the specific expression of *TDRD1*, *EDN3*, and *GRIA1* in macaque and *NPPB*, *HTR1F*, and *NTS* in mouse. 

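In NP3 neurons of the macaque females, *EDN3*, *TDRD1* and *GRIA1* were higher than in the mean of the other types. *EDN3*, the peptide endothelin 3, was at 219.8 and 337 CPM in NP3 (log2 fold change 7.53, standard error 0.31, adjusted p = 2.65e-09 from edgeR's quasi-likelihood test). *TDRD1*, known from germ cells, was at 23.2 and 30.0 CPM (log2 fold change 7.55, standard error 0.76, adjusted p = 3.31e-05 from the same test). The glutamate receptor subunit *GRIA1* was at 30.7 and 26.2 CPM (log2 fold change 3.89, standard error 0.46, adjusted p = 5.49e-05 from the same test), with 4.08 and 3 CPM in PEP1. *NPPB*, the natriuretic itch peptide of mouse NP3, was at 1.42 and 1.28 CPM in NP3 and at 10.6 and 21.6 in NP1, where it was higher (log2 fold change 3.73, standard error 0.62, adjusted p = 0.000705 from the same test). *NTS*, the peptide neurotensin, was at 0 and 1.28 CPM in NP3 and was too low for a test, and *HTR1F* is not in the deposited table. *EDN3* lies on chromosome 10 of Mmul_10 from 94463973 to 94489462.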

For C-LTMRs, *TH* and *RARRES1* were specific for mouse, whereas *HSD17B13* and *CCKBR* were specific for macaque. These species-specific expression patterns need to be considered when translating results obtained in rodents to primates.

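Macaque C-LTMRs expressed *HSD17B13*, an enzyme of lipid droplets, and *CCKBR*, the receptor of gastrin and cholecystokinin. *HSD17B13* was at 75.7 and 131 CPM (log2 fold change 8.12, standard error 0.44, adjusted p = 4.25e-08 from edgeR's quasi-likelihood test) and lies on chromosome 5 of Mmul_10 from 85695235 to 85714595. *CCKBR* was at 70.8 and 101 CPM (log2 fold change 7.02, standard error 0.40, adjusted p = 3.47e-08 from the same test). No UMI of *TH*, the first enzyme of catecholamine synthesis, was found in the 149 C-LTMR cells, which allows a share of cells with a UMI of up to 2.01%. *RARRES1*, a retinoid-induced membrane gene, was at 8.62 and 6.01 CPM and lower than in the other types (log2 fold change -2.41, standard error 0.52, adjusted p = 0.00384 from the same test).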

We further performed supervised computational screens to find gene families whose differential expression could reliably distinguish similar cell types within and across species^42^. A set of over 1500 gene families from HGNC (HUGO Gene Nomenclature Committee) was used for these screens (Supplementary Data 4). Within each species the overall top performing gene families defining all sensory neurons included ion channels, G-protein coupled receptor families, cell adhesion molecules (CAMs), and others (Supplementary Fig. 8a and Supplementary Data 5 and 6). 

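Gene families whose members differ between neurons let the cells of an animal find their own type in the other. In this score, cells of an animal vote by their similarity over a family's genes, and the area under the curve (AUROC) is 1 when all votes go to the right type and 0.5 at chance. Of 1307 families in Supplementary Data 5, 961 could be used. Left out were 144 whose gene lists were at hand only in shortened form, and families with fewer than 3 genes in the count table. A shortened list may be a long one, so large families may be missing, and ranks hold among the 961 alone. Among them the voltage-gated potassium channels, which set the firing of a neuron, ranked 4 with an AUROC of 0.874. Calcium channels had 0.860, the major cadherins of cell adhesion 0.860, copines 0.845, glutamate receptors 0.841 and voltage-gated sodium channels 0.835. Purinergic receptors reached 0.821 and the TRP channels of heat and cold 0.806. The highest values were 0.883 for selenoproteins, 0.883 for lipid-like receptors and 0.875 for A kinase anchoring proteins. By type, PEP1 (0.645) and C-LTMR (0.635) had the highest means over families.
The median family had an AUROC of 0.583, and the median of random sets was 0.583. Against 100 random sets of as many genes of like expression, 53 families exceeded every random set, the potassium channels and lipid-like receptors among them, and 135 exceeded the 95th percentile, where chance gives 48.1. Selenoproteins exceeded 98 of 100. AUROC rose with the number of genes (Spearman rho 0.586 across families), which limits a ranking of small against large families. Across families, the values correlated with those in Supplementary Data 5 (Pearson r 0.844, Spearman rho 0.755), and families share genes and are not independent. The values there come from cells that include the present ones, so the correlation is not independent evidence. The values there cover 9 types with A-LTMRs, and those here 8 types without them.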

Shared mouse–macaque top performing families included voltage-gated ion channels, G-protein-coupled receptors, and neuropeptides (Supplementary Fig. 8b and Supplementary Data 7), suggesting that sensory neuron identities culminate mostly on genes of these families even across species. The highest performing gene families for correctly assigning macaque and mouse corresponding sensory neuron subtypes (Supplementary Fig. 8c and Supplementary Data 7) showed that A-LTMR/NF1 (Aδ-LTMR) neurons were identified nearly perfectly by many gene families, for example, by ion channels and CAMs. For the peptidergic C-fibers (PEP1), neuropeptides/receptor ligands were the highest performing family, as expected. On the other hand, NP1 and NP2 scored poorly in comparison to all other types, suggesting that these neuron types have diverged the most in their gene expression signatures between mouse and macaque. As a final comparison between the species, we used SCENIC^43^ to identify gene regulatory networks formed from master transcription factors and their gene targets (i.e. regulons) in all DRG cell types of both macaque and mouse (Fig. 5d, e). We found, for example, the known fate determining regulons driven by *SHOX2*, *RUNX1*, and *FOXP2* in mouse^9,44–46^ and predicted several new species unique as well as cross-species conserved regulons determining cell-type identities (see Supplementary Data 8 and 9 for genes).

### Genetic association of neuronal types contributing to human pain states

The identification of the cellular and molecular basis for somatosensation and pain in non-human primate enables us to determine the contribution of different primate neuron types in human chronic pain states. We therefore used human genetic data to explore how each cell type in the macaque DRG connects to painful phenotypes in humans by employing genome-wide association studies (GWAS). To do so, we used a large cohort made available by the UK Biobank project^47,48^, where we assessed chronic pain from self-report at eight body sites (Fig. 6a). Among the nine neuron types identified in the macaque DRG, we found that common variants associated with chronic pain sites mapped to sets of genes that were specifically expressed in two neuron types in the STRT-2i-seq dataset. We found enrichment of headaches, facial, neck and shoulder, stomach, and hip chronic pains partitioned heritability in PEP1 neurons (*P*_FDR_ = 16%, each), while NP2 neurons were associated most significantly with the heritability of chronic back pain and hip pain (*P*_FDR_ = 5% and 8%, respectively) (Fig. 6b and Supplementary Data 10). Thus, heritability of hip pain was significantly enriched in both PEP1 and NP2 neuron types while heritability of all other pain sites was significantly enriched in only one neuron type of the macaque DRG. Since the epidemiological prevalence of chronic pain patients to report more than one body site is high, the signal attributed to, for example, subjects with hip pain may also have back pain, so it is not clear where the association signal is deriving from. To control for the co-morbidities, we performed new full GWASes for each of the pain sites (row in Supplementary Fig. 9b, c), and then removed one by one all comorbid pain sites (column in Supplementary Fig. 9b, c) in all GWASes for PEP1 and NP2 neurons. Although some statistical power is lost in this analysis due to reduced size of chronic case participants, partitioned heritability in PEP1 was confirmed in most GWASes (facial, neck/shoulder, stomach/abdomen, and hip pain), while association with back pain remained negative (row in Supplementary Fig. 9b). However, the significance of PEP1 for headaches was lost for all GWASes. Furthermore, back pain and hip pain remained significant for NP2 neurons in all GWASes when excluding other pain sites (row in Supplementary Fig. 9c). Our results show that seven of the nine neuron types were not associated with any chronic pain sites, and hence the two neuron types, PEP1 and NP2, together represent the main enrichment of musculoskeletal pain heritability. A meta-analysis across all pain sites for each cell type (Fig. 6c) consistently found that both PEP1 (*P* = 5.4 × 10^−3^) and NP2 (*P* = 3.9 × 10^−3^) displayed significant enrichment across all pain sites.

**Fig. 6:**
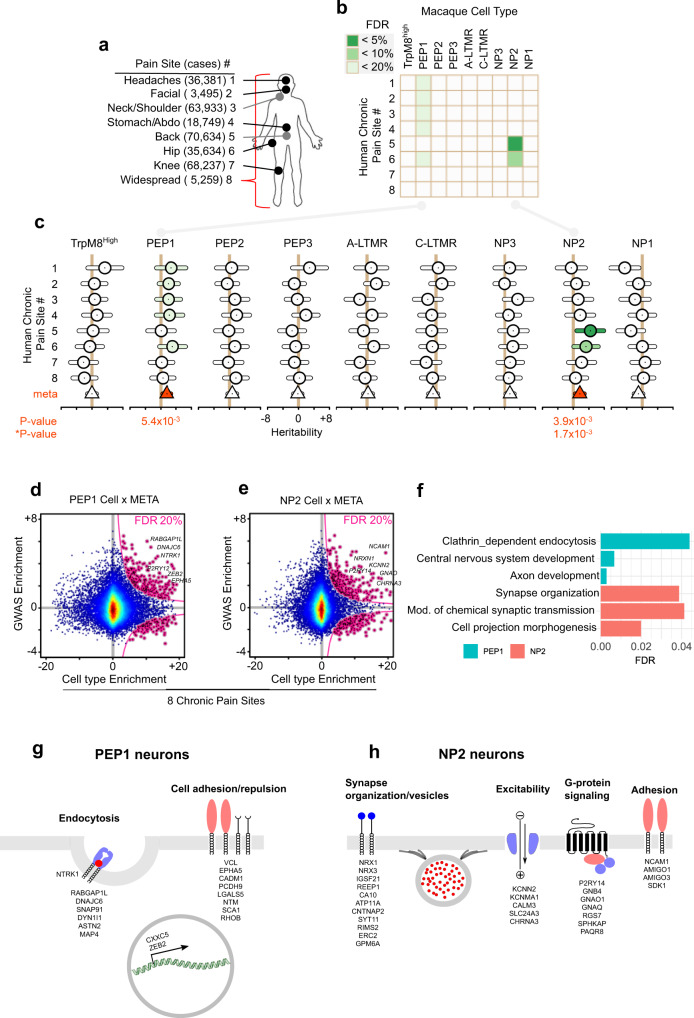
Contribution of macaque DRG cell types to partitioned heritability of human chronic pain sites. **a** UK Biobank chronic pain sites mapped to the human body. Number of chronic case participants shown in parentheses. **b** Heatmap of FDR-corrected *p* values for enrichment in partitioned heritability of each macaque DRG cell type (*n* = 3 macaques) to each human chronic pain site. **c** Forest plot of partitioned heritability estimates for each macaque DRG cell type contributing to chronic pain. Shown are heritability coefficient estimates (circles) and their 95% confidence intervals (bars) for each pain site. Fixed-effect, standard error weighted, meta-analyzed heritability estimates (triangles) also shown, colored red when significant at Bonferroni-corrected level (corrected for nine cell types). **d**, **e** Top genes in type-specific cells contributing to specific chronic pain sites. Top genes highlighted in a scatter plot (pink, left). Scatter plots show human GWAS enrichment of gene (*y*-axis) as a function of macaque cluster enrichment (*x*-axis). **f** Bar plot of top pathways for PEP1 and NP2 cell types in the meta-analysis of the eight chronic pain sites. **g**, **h** Schematic illustrations of pathway-related genes in **g** PEP1 and **h** NP2 neuron types. Image sources: wikipedia.org (human silhouette).

We next tested if these results were reproducible in the independent scRNA-sequencing dataset obtained by the Smart-seq2 protocol. Consistent with the STRT-2i-seq dataset, we found enrichment of stomach, hip, and neck, and shoulder chronic pain partitioned heritability in PEP1 neurons (*P*_FDR_ = 10%, 10%, 13%, respectively), while NP2 neurons were associated most significantly with the heritability of chronic back pain, hip pain, and knee pain (*P*_FDR_ = 10%, each) (Supplementary Fig. 9d). Thus, heritability to pain was consistently assigned to the same neuronal types using the STRT-2i-seq and Smart-seq2 datasets, although significance of PEP1 to headaches and facial pain was lost in the latter.

In order to identify functional pathways and genes whereby human heritability contributes to chronic pain in the different neuronal types, genes were ranked by exclusivity of neuronal cell-type expression to establish enrichment scores. 

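The genes of Fig. 6 in PEP1 and NP2 act in vesicle traffic, axon growth and receptor signalling. In PEP1, *ZEB2*, a transcriptional repressor, was at 52.6 and 48.3 CPM (log2 fold change 3.10, standard error 0.28, adjusted p = 3.6e-06 from edgeR's quasi-likelihood test). The ephrin receptor *EPHA5* was at 102 and 93.7 CPM (log2 fold change 2.95, standard error 0.22, adjusted p = 5.8e-07 from the same test). *RABGAP1L*, of endosome traffic, and *DNAJC6*, which strips clathrin from vesicles, had log2 fold changes of 0.79 and 0.44. *DNAJC6* was at 233 and 216 CPM. In NP2, the adhesion molecule *NCAM1* was at 675 and 597 CPM (log2 fold change 1.21, standard error 0.14, adjusted p = 1.96e-05 from the same test). The potassium channel *KCNN2*, which ends trains of spikes, was at 369.7 and 386 CPM (log2 fold change 2.15) and also at 291 and 307 in NP1. *P2RY14* was at 196 and 196 CPM (log2 fold change 3.55, standard error 0.27, adjusted p = 4.72e-07 from the same test). The G protein *GNAO1* and the synaptic adhesion gene *NRXN1* had log2 fold changes of 1.04 and 0.38. For *NRXN1* the adjusted p was 0.0636 by the same test, and 0.0119 with the animal as a replicate block. *KCNN2* lies on chromosome 6 of Mmul_10 from 111571596 to 111998840.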

Human GWAS enrichment scores were mapped to the macaque single-cell expression enrichment to identify top genes in type-specific cells contributing to chronic pain sites in PEP1 and NP2 neurons, revealing hundreds of genes (Fig. 6d, e and Supplementary Data 10). These were thereafter used to identify cellular pathways that confer vulnerability to chronic pain (Fig. 6f and Supplementary Data 10). Combined, these results show that heritability of chronic pain at different sites is associated with each of the two major pain neuron types through different biological pathways (see Supplementary Data 10). Pathways contributing to chronic pain in PEP1 neurons included “clathrin-dependent endocytosis”, “central nervous system development”, and “axon development” with an enrichment of proteins involved in the process of endocytosis, cell adhesion as well as a few transcription factors (Fig. 6f, g). In contrast, pathways in NP2 neurons included “synapse organization”, “chemical synaptic transmission”, and “cell projection morphogenesis” and were dominated by genes associated with organization of the synaptic membrane and its vesicles, ion channels participating in excitability, G-protein signaling, and cell adhesion (Fig. 6f, h). Thus, the two neuron types contribute to chronic pain via distinct pathways.

## Discussion

The human DRG like the mouse contain neurons with different histochemical and electrophysiological features^13–16,49,50^. The identification of the molecular types of primate somatosensory neurons addresses the longstanding question whether cell types involved in somatosensation is conserved between rodents and primates. We conclude that the mouse^7–9^ and the Rhesus macaque largely share molecular neuron types which using mouse genetics have been functionally identified as A-LTMRs involved in touch and proprioceptive sensation^1^, C-LTMRs involved in the affective aspect of pleasant touch^5^, C-cold thermoreceptors (TrpM8^high^), Aδ fast mechanical nociceptors involved in pinprick pain (PEP2)^51–54^ and mechano-heat C-nociceptors (PEP1), as well as “non-peptidergic” neuronal types (NP1, NP2, NP3) known in mouse to be involved sensing noxious mechanical threshold and itch sensation^55–57^. Although the neural-network prediction score was low, macaque PEP3 appears to be an Aδ-fiber fast nociceptor which correspond to mouse CGRP-eta type in Sharma nomenclature, which is a subtype of the mouse PEP2 type in the Usoskin nomenclature.

Overt differences in the overall cellular basis for nociception between mouse and macaque largely relates to NP1 and NP2 neurons. In the mouse, NP1 is involved in detecting pricking mechanical stimuli and β-alanine induced itch through the Mrgprd receptor, but not thermal sensation. In the macaque, the expression of the heat-activated channel TRPV1 in NP1 neurons, in addition to TRPA1, suggests a broader function than in the mouse. 

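NP1 neurons carried RNA of both the heat channel *TRPV1* and the irritant channel *TRPA1*. *TRPV1* was at 103 and 33.4 CPM in NP1 of WG17019 and WG17020, with a UMI in 60.1% of cells (41.3% at 10000 UMIs). In C-LTMRs a UMI was found in 8.72% (5.11% at 10000 UMIs). NP1 was not called against the mean of the other 7 types (log2 fold change 0.62, standard error 0.47, adjusted p = 0.443 from edgeR's quasi-likelihood test), and TrpM8High (475 and 446 CPM), PEP1 (221 and 223) and NP3 (138 and 135) had more. Against NP2, which had 12.4 and 0.237 CPM, it was higher (log2 fold change 3.70, standard error 0.74, adjusted p = 0.0148 from the same test). *TRPA1* was at 156 and 44.7 CPM in NP1, below PEP1 (305 and 309.7), over the mean of the other types (log2 fold change 1.50, standard error 0.49, adjusted p = 0.0438 from the same test) and far over NP2 (12.6 and 0.355 CPM, log2 fold change 4.21). Both channels were higher in NP1 of WG17019 than of WG17020. *TRPV1* lies on chromosome 16 of Mmul_10 from 3342876 to 3375960.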

The mouse NP2 neurons express histamine and chloroquine receptors and ablation of these neurons (Mrgpra3^+^ neurons) specifically affects histamine-dependent and histamine-independent itch, but not acute noxious heat, cold, or mechanical pain^56^. NP2 neurons have therefore been considered to be dedicated itch neurons in rodents^58^. However, this neuronal type was recently found to code for both itch and pain, with itch behavior induced by metabotropic Gq-linked stimulation and pain behavior through fast ionotropic stimulation^59^, suggesting that the same neuronal populations can drive distinct sensations in a stimulus-dependent manner. In addition, based on the molecular profiles, macaque NP2 neurons appear partly different from mouse as histamine receptor HRH1 expression is low in macaque NP2 neurons. 

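*HRH1*, through which histamine causes itch, was present in NP2 at a lower level than in NP3. It was at 117 and 45.1 CPM in NP2 of WG17019 and WG17020, with a UMI in 80.0% of cells against 99.2% of NP3 (49% and 97.5% at 10000 UMIs). In C-LTMR it had a UMI in 38.3% of cells (23.4% at 10000 UMIs). NP2 was not called against the mean of the other types (log2 fold change 0.62, standard error 0.47, adjusted p = 0.44 from edgeR's quasi-likelihood test), and the adjusted p was 0.02 with the animal as a replicate block. NP1 had 104 and 40.0 CPM and PEP1 84.5 and 37.2. *HRH1* lies on chromosome 2 of Mmul_10 from 142546716 to 142674993.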

Other known functional stimuli detectors found in these cells are MRGPRX1–4, which are also expressed in NP1 neurons. 

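NP1 and NP2 both had the MRGPRX receptors and differed in *GFRA2*, *CD44* and *CHRNA3* among other genes. In NP2 the log2 fold changes of *MRGPRX1* to *MRGPRX4* against all other types were 3.19, 3.25, 4.02 and 4.26. Between NP1 and NP2 they were 0.31, 0.29, -0.07 and -0.36 (adjusted p = 1, 1, 1 and 0.981 from edgeR's quasi-likelihood test). NP1 had more of the neurturin receptor *GFRA2* (log2 fold change 4.48, standard error 0.61, adjusted p = 0.00135 from the same test), of the hyaluronan receptor *CD44* (671 and 558 CPM against 93.1 and 12.9) and of *SPP1*, a ligand of *CD44* (log2 fold change 3.59). *PCSK1*, which cuts peptide precursors, was higher as well (log2 fold change 3.56). NP2 had more *CHRNA3*, at 284 and 109 CPM (log2 fold change -3.41, standard error 0.61, adjusted p = 0.00722 from the same test), *LITAF* (log2 fold change -2.85), *CD55* (log2 fold change -1.52) and the transcription factor *ETV1* (log2 fold change -1.42). *CHRNA3* lies on chromosome 7 of Mmul_10 from 55830971 to 55857831. Over all genes 125 were higher in NP1 and 76 in NP2, and 423 and 362 with the animal as a replicate block.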

MRGPRX1–4 are promiscuous low-affinity receptors involved in non-histaminergic itch, conveyed, for example, by chloroquine and pruritogenic peptides^58^. Primate NP1 and NP2 neurons may thus have at least partly different functions than in the mouse.

Even though the exact neuronal basis for human chronic pain is unknown, insights have been obtained through the identification of genes causing congenital insensitivity to pain^22,60^. While most of the genes causing painless phenotype are abundantly expressed in all DRG neuron types, some display restricted expression patterns, thus opening for linking neuronal types to phenotype. These includes congenital insensitivity to pain by mutations in *SCN9A* (Nav1.7), *SCN11A* (Nav1.9), and *NTRK1* (TRKA)^21–25,61^ and *PRDM12* (ref. ^62^). In contrast to mouse which display an enriched expression in nociceptors, macaque *SCN9A* is broadly expressed at similar levels in all neuronal types, while *SCN11A* expression is more similar to mouse with expression at varying levels in all unmyelinated neuronal types (C-LTMRs, PEP1, NP1-3,) with very low levels in TRPM8^high^, myelinated nociceptors, and A-LTMRs (see https://ernforsgroup.shinyapps.io/macaquedrg/ for interrogation of gene expression). 

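*SCN9A*, the sodium channel whose loss abolishes pain in humans, was at like levels over the neuron types, and *SCN11A* was not. *SCN9A* lay from 237 to 436 CPM over the 8 tested types and both animals. Of its 8 contrasts the one of NP2 passed edgeR's quasi-likelihood test (log2 fold change -0.41, standard error 0.11, adjusted p = 0.0149 from the same test). *SCN11A* lies on chromosome 2 of Mmul_10 from 94299830 to 94408637. It was at 1451 and 1401 CPM in NP2 (log2 fold change 2.19, standard error 0.21, adjusted p = 2.71e-06 from the same test), 1351 and 1395 in NP1 (log2 fold change 2.15) and 859.5 and 720.1 in NP3 (log2 fold change 1.03). C-LTMRs had 426 and 489.7 CPM, TrpM8Low 601 and 643 and PEP1 299 and 329, with log2 fold changes of 0.22, 0.64 and -0.50 (adjusted p = 0.629, 0.232 and 0.224 from the same test). PEP1 was lower with the animal as a replicate block (adjusted p = 0.0487 from the same test). TrpM8High had 168 and 25 CPM (log2 fold change -2.71, standard error 0.39, adjusted p = 0.000497 from the same test) and PEP2 107 and 35.6 (log2 fold change -3.03). The paper counts myelinated nociceptors among the types with very little *SCN11A*. Here PEP2 was low, and TrpM8Low, which stands for PEP3, was not. Against the sum of all other neurons, in which NP1 and NP2 are many, *SCN11A* was below them in NP3, C-LTMR and TrpM8Low, with log2 fold changes of -0.58, -1.32 and -0.90.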

*NTRK1* is largely confined to macaque TRPM8^high^, PEP1, PEP2, and PEP3 neuronal types, with lower levels in the other nociceptors. 

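*NTRK1* RNA was low in the NP types and in C-LTMRs. It was at 8.22 and 0.4 CPM in NP1 (log2 fold change -3.55, standard error 0.83, adjusted p = 0.00695 from edgeR's quasi-likelihood test) and 8.84 and 0.474 in NP2 (log2 fold change -3.74, standard error 0.90, adjusted p = 0.00756 from the same test). NP3 had 21.8 and 4.47 CPM (log2 fold change -1.82, adjusted p = 0.208 from the same test, and 0.0383 with the animal as a replicate block). C-LTMRs had 27.7 and 0 CPM (log2 fold change -1.91, adjusted p = 0.174 from the same test, and 0.0285 with the animal as a replicate block). In TrpM8High *NTRK1* was at 108 and 130.2 CPM and was not called (log2 fold change 1.51, standard error 1.00, adjusted p = 0.477 from the same test). The gene lies on chromosome 1 of Mmul_10 from 94083877 to 94106399.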

*PRDM12* expression is consistent with mouse, appearing in all macaque neurons except Aδ-LTMRs. Thus, although it is not possible to pinpoint the exact neuronal types, it seems based on expression of these causative genes for human monogenic pain insensitivity disorders that PEP1, PEP2, PEP3, and TRPM8^high^ represent important neuronal types for nociception. However, it cannot be excluded that neuronal types sufficient for driving chronic pain might partly involve neuron types other than those required for nociception.

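*PRDM12* had a UMI in most cells of every tested type and in none of the A-LTMRs. The share of cells with a UMI was 89.7% in NP1, 94.2% in NP2, 90.3% in NP3, 89.4% in PEP1 and 87.9% in C-LTMR. TrpM8High had 87.5%, TrpM8Low 73.3% and PEP2 71.4%. At 10000 UMIs per cell these shares were 71.5% in C-LTMR, 41.7% in TrpM8Low and 38.5% in PEP2. No UMI was seen in 3 A-LTMR cells, which is too few to bound their share. Non-neuronal cells, of lower depth, had a UMI in 40.7%.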

Previous GWAS studies have uncovered genome-wide significant genes that contributes to the heritable risk of chronic pain. Recent methods^32,33^ allow the integration of GWAS and scRNA-seq data to map cell types contributing to disease through testing the enrichment for cell-type-specific expression of genes with nearby risk SNPs. Such analyses consider the heritability carried by all common SNPs, linking them to nearby genes, rather than focusing only on genome-wide significant genes. Using this methodology, we linked GWAS results of several human chronic pain sites to specific neuronal types in the primates. Significance for cell-type-specific contributions reported in previous studies^32,63^ showed stronger association than that reported in this work (false discovery rate (FDR) in the range of 5–20%). However, the estimation for the heritability of pain ranges from 2 to 10%^64–66^ with 7.6% for chronic back pain^67^. In a comparative study of heritability between different classes of diseases, it was shown that mental health disorders show higher heritability estimates than self-reported pain phenotypes^66^. Furthermore, all chronic pain GWAS in the UK Biobank displayed inflated genomic control parameters (**λ**_GC_ >> 1) while at the same time an LD regression score intercept close to 1, indicating that the inflation’s origin is highly polygenic in nature. Because of these two effects combined (lower heritability and higher polygenicity), a tissue- or cell-type-specific contribution to chronic pain would be smaller in comparison with other diseases, like schizophrenia. On the contrary, it is perhaps remarkable that some specific cell types show significance, particularly since the burden also distributes to cell types other than sensory neurons. However, the strength of our analysis is that it considers the accumulated contribution of all small effect sizes in sensory neurons distributed across the human genome. Thus, we believe that the significance observed is in the range of expectation. Furthermore, we show that the association to the identified neuronal types emerge from multiple pain GWAS and in addition was reproduced in an independent dataset using a different sequencing platform.

The results show that musculoskeletal pain genetics is well represented in the DRG. Our findings reveal a connection to two of nine types of neurons to multiple chronic pain sites, namely PEP1 and NP2. However, there is an overlap of individuals being included in some of these pain groups and if a cell type is enriched in multiple pain GWAS, there is a risk of reporting the false association that is driven by phenotypic co-morbidity but not a true genetic association. Iterative removal of one pain site at a time in the GWAS and examining if the significance to the other pain site remain indicates that most of the GWAS signals observed is attributed to the annotated pain sites themselves. These results point towards a common underlying pain vulnerability regardless of the body site where pain is manifested. PEP1 for headache could not be confirmed in this analysis. Thus, assignment of contribution of PEP1 cell type to headaches might be due to co-morbidity of other pain sites with headaches. This suggest that musculoskeletal pain and headache are unique experiences caused by different neuronal mechanisms, which is in line with reports that in congenital insensitivity to pain phenotypes, there are painless cases with the only pain felt consisting in tension headaches^68^ and furthermore, is consistent with findings that there is a shared genetic factors in conditions manifesting chronic pain except for migraine^69^.

Apart from headache, the different pain sites suggest the involvement of one of two main neuron types PEP1 and NP2 in all cases but hip pain, which is associated with both. Thus, these results suggest that different neuron types are associated with different chronic pain sites. This opens for the question if the different types of pain could be location dependent, thus depending on segmental levels of DRGs or trigeminal ganglion neurons in the facial region rather than neuronal type dependency. However, analysis of somatosensory neurons across the rostro-caudal axis of the mouse, including DRG^7–9^, jugular ganglion^70^, and trigeminal ganglion^7^, reveals that the neuronal strategy of somatosensation is shared regardless of body location. Thus, similar types of somatosensory neurons exist in the DRG as in jugular and trigeminal ganglion. Because of this, we assumed that rostro-caudal differences in pain sites should not affect the identification of involved cell types. This motivated us to use macaque DRG to predict the heritable risk genes at different pain locations in the humans, including trigeminal area pain. While mouse models have not specifically addressed the contribution of NP2 neurons to chronic pain, the contribution of PEP1 neurons to pain is well established. For example, ablation of CGRP^+^ neurons, which include the PEP1 neurons, results in the loss of noxious heat sensation as well as inflammatory and neuropathic heat hyperalgesia in the mouse^71^.

Largely different genes contribute to chronic pain in PEP1 and NP2 neurons. In previous human association studies for musculoskeletal chronic pain there is a marked enrichment of genes involved in neurotransmission but also in, for example, immune genes, metabolic processing, skeletal tissue differentiation, and hormone signaling pathway genes^26^. In this study, we expected to capture the signal associated with the heritable risk in the different somatosensory neurons. The results reveal unique vulnerability pathways at play during pain chronification in the different neuronal types, suggesting that the causal mechanisms might be different between chronic pain conditions. While there is an enrichment of risk genes in PEP1 neurons that belongs to clathrin-dependent endocytosis and axon and nervous system development, NP2 neurons display an enrichment in synaptic organization and transmission and cell projection morphogenesis. This does not inform that these pathways are the only ones present in the different sensory neurons of particular populations. Instead, it shows that expression of, for example, specific members of cell adhesion/repulsion genes carrying nearby variations with significant heritable risk to chronic pain are enriched in PEP1 neurons. Analysis of the underlying genes with enriched heritability reveal a common pattern related to a susceptibility of neuronal connectivity, although with different functional classes of genes in different neurons. Thus, we conclude that the results support the notion that the major genetic risks expressed in somatosensory neurons are carried in genes involved in structural and functional connections of the neurons, and thus impacts on neurotransmission. The most direct effects may be contributed by synaptic adhesion molecules, which are known to be involved in synaptic plasticity of sensory neurons.

We have mapped heritability to two specific types of primary sensory neurons. However, as previously mentioned, we do not explain the full heritability to musculoskeletal chronic pain in this study, since cell types other than those analyzed may also contribute to chronic pain. Furthermore, the improvement of the statistical power and functional human genomic data may add resolution. Thus, more genes could contribute to chronic pain within sensory neurons as well as in cells other than primary sensory neurons, such as, for example, immune and vascular cells for headaches. Nevertheless, the finding that two neuronal types among the variety of sensory neurons carry a significant enrichment for the heritable risk to musculoskeletal pain indicates a contribution of these cell types to the pathophysiology of musculoskeletal chronic pain. This provides a rational for a deeper investigation of their participation with regard to human chronic pain. Furthermore, many drugs fall into the translational chasm between mice and humans^72^. Our atlas of somatosensory neuron gene expression in non-human primate should be important to verify putative drug targets and can also be of help in informed strategies for development of conceptually new analgesic drugs.

## Methods

### Animals

For WaferGen (STRT-2i-seq), DRGs from two 5-year-old female (samples WG17019 and WG17020) and one 14-year-old male (WG18008) macaques were used. Smart-Seq2 samples were prepared from five females aged 5–7 years from the same colony. All animals were healthy Indian rhesus macaques (*Macaca mulatta*) from a colony of outbred animals housed in the Astrid Fagraeus laboratory at the Karolinska Institutet. To reduce the usage of laboratory animals, all tissue samples used in this study were collected from animals euthanized for organ collection in an unrelated study^73,74^ (ethics license N2/15) approved by the Stockholm Laboratory Animals Ethics Committee in accordance to the Swedish legislation SJVFS 2019:9 saknr L150. A full list of samples used in the study is presented in Supplementary Data 11.

### Preparation of cell suspensions

Approximately 1 h after animal termination 6–8 lumbar DRGs (three pairs of the biggest and one pair of anterior/posterior L3–L7) were exposed, dissected out, and kept in cold NMDG-cutting solution until dissociation (NMDG-CS adopted from ref. ^75^; concentrations in mM: 103 NMDG (10 N HCl to adjust pH to 7.4), 2.5 KCl, 1.2 NaH_2_PO_4_, 30 NaHCO_3_, 20 HEPES, 25 glucose, 5 sodium ascorbate, 2 thiourea, 3 sodium pyruvate, 10 *N*-acetyl-l-cysteine, 1 mM EDTA). Dissociation procedure was modified from ref. ^76^ and all reagents were from the same sources. All following steps were performed in cold NMDG-CS. Connective tissue and nerve excess were removed before dissociation. DRGs were cut once longitudinally (along the nerve) followed by chopping into ~0.5 mm slices with a tissue slicer. Samples were enzymatically treated (3.9 ml papain solution (45 units/ml, PAPL, cat.n.LS003118, Worthington) in NMDG-CS, 0.2 ml DNAse I (1 mM in NMDG-CS, cat.n.LK003172, Worthington), 0.4 ml TrypLE (cat.n.12605036, Life Technologies), 0.4 ml Collagenase/Dispase (20 mg/ml, cat.n.LS004106, Worthington)) for 1 h at 37 °C with triturating every 15 min through a 1 ml tip cut to a ~5 mm opening. Then the sample was gently triturated trough 3–4 cut 1 ml tips (5–2 mm opening). The resulting cell suspension was then run through 100-µm cell strainers (pluriStrainer®, 100 µm). The total volume of the sample (after strainer rinsing) was ~5 ml. One milliliter of 10% Optiprep (cat.n. D1556, Sigma Aldrich) in NMDG-CS was loaded under the cell suspension solution using a gel loading tip and centrifugated at 200*g* for 6 min with a low break. Supernatant was discarded, the cell pellet re-suspended in NMDG-CS + B27 supplement (NMDG-CS/B27), and run through a 10 µm pluriStrainer® pre-coated with NMDG-CS/B27. The strainer was rinsed twice with 5 ml of NMDG-SC/B27 applied slowly along the wall of the strainer, turned over, and the remaining big cells were then collected by back flushing the filter twice with 5 ml of filtered NMDG-CS/B27. Five microliters of CellTracker (Green CMFDA, cat.no. C7025, 50 µg in 10 µl of DMSO) was added into the resulting 10 ml of cell suspension. The cells were kept on ice for 15–20 min, centrifuged for 3 min at 100*g* and re-suspended in 900 µl of 0.45 µm filtered NMDG-SC/B27/12% optiprep (optiprep was added to slow cell sinking in the solution while dispensing) and dispensed immediately into a WaferGen9600 Chip. Samples for Smart-Seq2 protocol (SS2) were dissociated in a similar way but CellTracker Orange was used instead of Green. Then samples were run through FACS (BD Influx, nozzle—200 µm pressure—2.5 PSI), gating events for high values in both SSC and Orange fluorescent channel and sorted into 384 plates for immediate freezing for later processing in the Smart-Seq2 pipeline.

### scRNA-seq, sequencing, and sequence alignment

WaferGen chips were processed according to the STRT-seq-2i workflow described in ref. ^77^ and FACS sorted 384-well plates were processed according to the Smart-Seq2 workflow described in ref. ^78^. The resulting WaferGen (samples WG in the text) and Smart-Seq2 (samples SS2 in the text) were sequenced on three and one lanes, respectively, on the Illumina HiSeq 2500 platform. Reads were aligned to the Macaca mulatta genome build (Mmul_10/rheMac10, ftp://hgdownload.soe.ucsc.edu/goldenPath/rheMac10/). Since transcript annotations are incomplete on the macaque genome, and names of macaque genes differ from these of the human orthologues or putative orthologues, we used the following procedure to extend and normalize the monkey transcript annotation set with the human hg38 annotations: (1) LiftOver (http://hgdownload.soe.ucsc.edu/goldenPath/rheMac10/liftOver/) was used to align the rheMac10 and hg38 genomes. (2) A transcript from hg38 that had not even the smallest overlap with any transcript in rheMac10 was added to final transcript set. (3) All transcripts from rheMac10 were put in the final set. If either 5′ or 3′ end matched within a few bases to a human transcript, the gene name was changed to the human name. The exception to this was microRNAs (“MIRxxx”) in hg38, where both ends were required to match for a name change to be applied. (4) In the few cases where two hg38 transcripts with the same 5′ or 3′ end had different gene names, a rheMac10 transcript with the same end was assigned a name which is a combination (“name1/name2/…”) of the alternative names from hg38. 5) When there was a longer 5′ or 3′ extension in the liftOver model of a human transcript compared with the overlapping monkey transcript, the 5′/3′ exons of the corresponding monkey gene were adjusted accordingly. Supplementary Data 12 lists all 2445 genes for which names from Mmul10 build were replaced with hg38 gene names, as described above. The outcome gene statistics for raw WG sample data is the following: median genes detected per neuron—6380, total number of genes detected in at least three neurons—22160, of them 15821 are in human gene nomenclature consortium.

### RNAScope, microscopy, image analysis, and quantification

Sets of freshly dissected macaque lumbar DRG were fresh frozen in OCT over dry ice and swiftly stored at −80 °C until sectioning. Cryosections were cut at 10 µm thickness, the slides were dried at RT, and then stored again at −80 °C to preserve RNA integrity. RNAScope version 2.0 using the RNAscope Fluorescent Multiplex Reagent Kit (Advanced Cell Diagnostics Inc.) was used for in situ hybridization. The staining combinations listed below were used for validations. TrpM8^High^: *TRPM8*, *SCN10A* (negative), *CBLN2* (negative); PEP3: *TRPM8*, *SCN10A*, *CBLN2* (negative); A-LTMR: *CBLN2*, *TRPM8* (negative), *SCN10A* (negative); NP1: *GFRA1*, *GFRA2*, *GAL* (negative); NP2: *GFRA1*, *GFRA2* (negative), *GAL* (negative); C-LTMR: *GFRA2*, *GFRA1* (negative), *GAL* (negative); PEP1: *GAL*, *GFRA1* (negative), *GFRA2* (negative); NP3: *GFRA3*, *PVALB* (negative), *GAL* (negative); PEP2: *SCN10A*, *PVALB*. The following probes were used to validate the clusters: Hs-SCN10A (#Cat No. 406291), Hs-TRPM8-C3 (#Cat No. 543121), Mmu-GAL-C3 (#Cat No. 830031), Hs-GFRA1-C2 (#Cat No. 435661), Hs-GFRA2 (#Cat No. 463011), Hs-CBLN2-C2 (#Cat No. 446051), Hs-GFRA3-C2 (#Cat No. 535521), and Mmu-PVALB (#Cat No. 461691). The cross-reaction of human probes was predicted computationally by Advanced Cell Diagnostics Inc. and verified in macaque tissue by the authors. A Zeiss LSM800 confocal microscope was used to capture images and ImageJ (v.1.52h) was used for image analysis. Lumbar DRG sections from two animals (females, about 5 years old) different from those used for scRNA-sequencing were processed for quantification. Quantification of the proportion each neuronal type in the DRG and measurements of cell diameter of the different neuronal types was performed by two persons (total cells analyzed = 1009 cells). Background enhancement was used to identify all neuronal profiles with a visible nucleus in each section. Signal quantification was performed automatically in imageJ on manually outlines cells. Using this data cells were classified to clusters in R using a probe signal threshold as a positive classifier. Probe signal threshold was determined for each individual probe signal using a signal distribution plot. Different animals showed similar relative dimeter of each neuronal type (Pearson correlation coefficient = 0.98).

### scRNA-seq analysis of Macaque data

R (version 4.0.2) and Seurat (version 3.2.2) were used for the scRNA-seq analysis. Three objects were created from the individual biological STRT-2i-seq replicates. The data were normalized (*NormalizeData*) after which 2000 most variable features were selected (*FindVariableFeatures*). To mitigate batch effects between replicates we used Seurat’s integrated analysis approach that transforms datasets into a shared space using pairwise correspondences (or “anchors”)^40^. Anchors were first defined using *FindIntegrationAnchors* (dims = 1:40) and the data were then integrated (*IntegrateData*) and scaled (*ScaleData*), followed by principal component analysis (PCA) (*RunPCA*, npcs = 100). For clustering, the following parameters were used: *RunUMAP*, reduction = pca, dims = 1:20; FindNeighbors, reduction = pca, dims = 1:20; *FindClusters*, resolution = 1. The clusters showing minimal expression of a neuronal markers (*SNAP25, RBFOX3*) and/or low number of detected genes were removed. The following round of clustering (resolution = 3) produced a total 29 clusters, of which three expressing markers of injured cells (e.g. *ATF3*) satellite glia (e.g. *APOE*) or other non-neuronal cells (e.g. *EMCN* [endothelial cells]) were removed. The cells were then reclustered (resolution = 2) and remaining cells with ambiguous identities were removed. After this, a residual signal coming from satellite-glia marker genes was scored for each cluster (*AddModuleScore*; features = “SPARC”,“PMP2”, “APOE”, “SPARCL1”, “PLP1”, “ABCA8”, “S100A1”, “LPL”, “IFITM4P”, name = “scg_score”). The cells were then clustered for the final time (dims = 1:30, resolution = 2) and the satellite-glia signal was regressed out (*ScaleData*; vars.to.regress = “sgc_score1”). After this, highly similar clusters without clearly distinguishable markers were merged to produce the final nine clusters. A dendrogram was then built (*BuildClusterTree*) using dimensions 1:30. For Smart-seq2, the individual datasets for each animal were initially integrated and clustered similarly to the STRT-2i-seq data. After the first round, clusters showing a non-neuronal identity and/or low levels of detected genes were removed. After this, the cells were cluster a second time (dims = 1:20, resolution = 1.5). To assign identities to the clusters we used label transfer between the STRT-2i-seq and Smart-seq2 datasets (*FindTransferAnchors*; reference = STRT-2i, query = Smart-seq2, dims = 1:30; *TransferData*; anchorset = anchors, refdata = usoskin_id, dims = 1:30). Wilcoxon rank sum test was used to identify cluster-enriched genes, reporting two-sided adjusted *P* values based on Bonferroni’s correction (FDR). Genes detected in >25% of cells in the cluster with FDR < 0.05 and >0.25 average log2-fold-change were considered as marker genes for the cluster.

### Label transfer between mouse DRG datasets

To visualize mouse DRG scRNA-seq datasets as UMAPs, the individual datasets from refs. ^7,9^ were clustered with Seurat (*ScaleData*, vars.to.regress=c(“orig.ident”, “nCount_RNA”); *RunPCA*, npcs = 100; *RunUMAP*, dims = 1:20; *FindNeighbors*, dims = 1:20; *FindClusters*, resolution = 0.1) but the cell identities were set as original identities from the publications. Label transfers between the datasets were then performed using the different combinations of reference and query datasets and nomenclatures (*FindTransferAnchors*; reference = reference_dataset, query = query_dataset, dims = 1:30; *TransferData*; anchorset = anchors, refdata = used_nomenclature, dims = 1:30).

### Conos analysis

For Conos^41^ WG macaque datasets were integrated using CCA space ($buildGraph(k = 15, k.self=5, space = “CCA”, ncomps=30, n.odgenes=2000, snn=F, snn.k = 50), followed by UMAP embedding ($embedGraph(method = “UMAP”, min.dist=0.1, spread=20, n.cores=4, min.prob.lower=1e-3). For macaque (WG) and mouse (Zeisel) dataset co-integration was performed as $buildGraph(k = 15, k.self=5, space = “CCA”, ncomps=30, n.odgenes=2000, snn=T,snn.k = 15), followed by largeVis embedding: $embedGraph(alpha = 0.1, sgd_batched=1e6, seed = 1). Label propagation ($propagateLabels) was run using method “diffusion”.

### Mouse DRG scRNA-seq data

Mouse DRG data were downloaded from (http://loom.linnarssonlab.org/clone/Mousebrain.org.level6/L6_Peripheral_sensory_neurons.loom) and GEO (GSE139088) and the cluster annotation was modified to conform to established nomenclature^8^. Mouse gene names were switched to corresponding human orthologs using biomaRt (v2.42).

### Scoring analysis of cell-type identity

For this analysis, our goal was to score the probabilistic cell identity of each cell relative to the defined cell types at the transcriptional level^79,80^. We built a vanilla neural-network model for classification tasks in PyTorch framework with CUDA support for GPU computation, and trained the model to learn the general prototypes of defined cell types. To train the model, we obtained the over-dispersed genes by estimating the mean and coefficients of variation. The over-dispersed genes were further ranked by two heuristics for cell-type specificity of both fold-change and enrichment score-change^9^. The cross-species alignment was performed as described in ref. ^80^. Subsequently, the ranked marker genes of defined cell types were log-transformed and scaled by Minmax normalization, and then used for the neural-network model. The neural-network model contains an input layer with the number of neuron nodes similar to the number of marker genes, a hidden layer with the number of neuron nodes similar to 20% of marker gene numbers, and an output layer with the number of neuron nodes similar to the number of defined cell types. Linear regression was performed between each layer, and the 30% threshold for dropouts was set to reduce the overfitting. Rectified linear units were used as the activation function of the hidden layer, and Softmax was used for the output layer to evaluate the probabilities. Nesterov Momentum was used as a stochastic gradient descent (SGD) optimizer. To choose the adequate regularization strength, the classifier accuracy and the loss value were inspected against epoch numbers. The classifier accuracy was estimated by a *k*-fold cross-validation, of which the dataset was randomly split (*k* = 3). The learning rate, epoch number, and momentum were chosen corresponding to the maximum point of learning curve reaching the accuracy plateaus. The ready model was used to predict the probabilities of each cell belonging to each trained reference cell types. The permutation test of dataset was applied to qualify the significance of the prediction, and the *p* values were calculated by FDR. Data were visualized using the radar plot^81^ consisting of a sequence of equiangular polygon spokes with the distal vertex representing each trained reference cell type. The distance between the polygon center and each vertex of the polygon represents the relative probabilities of each trained reference cell assigning to the defined reference cell types and the position of each predicting cell was calculated as a linear combination of the probabilities against all reference cell types, and then visualized as the relative position to all vertices of the polygon.

### Comparison of transcriptional signatures between species

Individual Seurat objects were formed for each species from the two mouse datasets and from the two macaque datasets (Seurat function *merge*). Within each object, the genes expressed in each cluster were first filtered (*FindMarkers*; only.pos=TRUE, logfc.threshold=0). Then, genes found specifically in one species (*setdiff*; species1$genes, species2$genes) or in both (*intersect*; species1$genes, species2$genes) were listed. A log2FC threshold of 0.25 was used for finding genes that were expressed above baseline for a corresponding cluster in both species. A similar threshold was used when defining species unique cluster markers.

### Scenic

SCENIC^43^ was used to infer active transcription factors and their target genes. SCENIC was performed following the authors’ vignette: https://github.com/aertslab/SCENIC/blob/master/vignettes/SCENIC_Running.Rmd. First, gene sets co-expressed with transcription factors were identified and modules kept if the transcription factor motif was enriched among its targets. Then, target genes without direct motif support were removed. Finally, regulon activity was scored and binarized to determine whether the genes in each regulon are enriched in each cell.

### Computational genomics screen for gene families

For the supervised computational screen using Metaneighbor^82^, a set of 1500+ gene families was downloaded from the HGNC website (https://www.genenames.org/download/custom/). The gene families were filtered only to include families with three or more genes expressed in the analyzed data. The analysis was run following the vignette provided by the authors (https://github.com/maggiecrow/MetaNeighbor). In brief, this is a machine-learning-based analysis scores the performance to correctly connect cells of known corresponding identity based on the similarity of their transcriptional profiles across a given set of genes^42^. For intra-species analyses, comparisons were run between 1 vs 2 individual macaques (for STRT-2i-seq data) and between two biological replicates for the mouse data. For cross-species analyses, comparisons were run  with “species” as the identifier. To improve readability, the lists of highest scoring families were curated for redundancy for the figures (Supplementary Fig. 8), showing only the highest scoring family from a group of highly similar families. The full tables can be found in Supplementary Data 5, 6 and 7.

### Cell-type-specific partitioned heritability

We followed the protocol established by Finucane et al.^32^. Three steps of analysis were required to address our hypothesis. The first step consisted in identifying the top 10% genes most associated with a macaque DRG cluster cell type. For this, we extracted from the expression matrix the raw counts of genes in each single-cell sample. Sample size factors were estimated using DESeq2’s estimateSizeFactors^83^. Then, for each gene, we regressed gene expression of all samples to cluster membership (yes = 1, no = 0), using size factors and animal’s sex as co-variables. We then sorted the genes by decreasing regression’s test statistics and retained the top 10% (*n* = 1322) most associated genes to a cluster. The second step consisted in creating cluster-specific annotations following instructions given at URL https://github.com/bulik/ldsc/wiki/LD-Score-Estimation-Tutorial, under the “Partitioned LD Scores” section. The control track was made up of the same genes used in Franke’s control dataset^84^ by Finucane et al.^32^. The third and final step consisted of screening various pain-related summary GWAS from the UK Biobank against these annotations to uncover cluster-specific contributions to partitioned heritability. Statistical significance was established at up to the 20% FDR level on a per-cluster basis, i.e., the genetic contribution for each pain site was tested in each cluster. We chose FDR instead of Bonferroni as epidemiological data establish co-morbidity of pain sites report. Meta-analyses of partitioned heritability coefficients were performed using the inverse standard error approach suggested in METAL^85^.

#### Sample size

For GWAS in the UK Biobank, the sample size was determined by the number of available participants once genotyping quality controls have been performed followed by our own study exclusion criteria (described below). GWAS genotyping quality controls have been performed by the UK Biobank themselves, and are described in this document: https://biobank.ctsu.ox.ac.uk/crystal/crystal/docs/genotyping_qc.pdf.

#### Data exclusions

GWAS participants were excluded based on: (1) poor genotyping quality, (2) voluntary retraction from the UK Biobank study, (3) of ancestries other than Caucasian (UK Biobank field 22006), (4) participants who answered “prefer not to answer” for the touchscreen question “In the last month have you experienced any of the following that interfered with your usual activities?” (UK Biobank field 6159).

#### Replication

For GWAS, no other cohorts with the same recruitment characteristics (cross-sectional) and matching pain questionnaires (self-declared at eight body sites, pain experienced for more than 3 months) were available for replication. The UK Biobank is one of the largest cohorts available for genetics studies. The UK Biobank cohort was used as a discovery cohort to test the hypothesis of involvement of genetic loci in genes expressed in specific cell types in primate dorsal root ganglia in pain phenotypes.

#### Randomization

No randomization of subjects in the UK Biobank for GWAS purposes was needed.

#### Blinding

The UK Biobank study was cross-sectional in nature, and so is agnostic to self-declared pain status in participants. We did not do any recruitment as part of the UK Biobank project. Study protocols were approved by UK Biobank’s own “Ethics Advisory Committee”. We analyze the data granted by UK biobank application number 20802.

### Cluster and GWAS enrichment

To uncover genes simultaneously strongly associated with cluster specificity and chronic pain phenotypes, we estimated the area spanned by a given gene using a scatter plot in which both cell type and GWAS enrichments were tracked. Gene-level test statistics were obtained from summary chronic pain GWAS using MAGMA^86^. We retained genes for which cell-type specificity was positive, indicating an increased gene expression in the cell type of interest, with enrichment increasing with cell-type specificity. *P* value for a gene’s area was estimated from a fit of the density of genes to a Bessel function (appropriate to model a product of two normal distributions), and then integrating from minus infinity to minus the absolute value of the area of the gene. The Bessel estimator was such that integrating over from minus infinity to plus infinity yielded a value of 1 (the estimator was normalized). All genes up to FDR 20% were retained for pathway analyses. Pathway analyses were conducted using the hypergeometrical test for overrepresentation^87^, with pathways sourced from Gene Ontology’s biological processes^88^, obtained December 2019 from URL http://download.baderlab.org/EM_Genesets/. We tested pathways that featured a number of genes between 10 and 1000.

### UK Biobank

The UK Biobank is a large genetic study comprising half a million participants aged between 40 and 69 years old^47,48^. The first round of standard genotyping quality control was performed by the UK Biobank consortium and is fully documented on their web portal (http://biobank.ctsu.ox.ac.uk/crystal/refer.cgi?id=155580). Samples were discarded based on failed genotyping QC (heterozygosity rate, genotyping rate, etc.), genetic vs declared sex mismatch, voluntary retraction, and of non-“white British” ancestry. Genome-wide association study was performed using the full release 500K cohort version. BOLT-LMM version 2.3 performed association tests, with consideration of kinship among participants^89^. Age, age squared, sex, dummy-coded recruitment sites, genotyping platform, and the top 40 principal components were used as co-variables. The phenotype was defined as chronic pain at a body site (e.g. back). Cases were defined as those who answered “yes” at the touchscreen question “Have you had back pains for more than 3 months?” and that had answered “yes” at the question “In the last month have you experienced any of the following that interfered with your usual activities?” (field 6159). Control individuals were those who answered “None of the above” at field 6159 (*n* = 163,825). A total of eight pain sites were available: headaches (UK Biobank field 3799; 36,381 cases), facial (field 4067; 3495 cases), neck and shoulder (field 3404; 63,933 cases), stomach and abdominal (field 3741; 18,749 cases), back (field 3571; 70,634 cases), hip (field 3414; 35,634 cases), knee (field 3773; 68,237 cases), and widespread (field 2956; 5259 cases). To control for overlap of chronic pain sites in individuals, we also performed additional GWASes for pain sites in which cases who reported a particular additional pain site we removed, one site at a time, from the analysis. A total of 8 × 8 – 8 = 56 such GWASes were performed. Post-GWAS SNP quality control included: (1) be part of the Haplotype Reference Consortium^90^, (2) minor allele frequency >0.1%, (3) Hardy–Weinberg *P* value >10^−12^, (4) INFO score >0.9. In all, this yielded a total of about 8.238 million SNPs per GWAS. The minimum effective count of minor alleles was 0.1% × 0.9 × 163,835 × 2 ~ 295. This work was done under the UK biobank application number 20802.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Reporting Summary

## Data Availability

The raw and processed datasets for the scRNA-seq of macaque DRG neurons reported in this study (STRT-2i-seq and Smart-seq2) have been deposited in the Gene Expression Omnibus (GEO) under the accession GSE165569. Processed data for browsing gene expression in the different macaque neuron types can be accessed at the following links: STRT-2i-seq dataset (lumbar dorsal root ganglia of three adult Rhesus macaques) https://ernforsgroup.shinyapps.io/macaquedrg/ and Smart-seq2 dataset (dorsal root ganglia of five adult Rhesus macaques) https://ernforsgroup.shinyapps.io/macaqueSS2/. Macaca mulatta genome build (Mmul_10/rheMac10 is available at: ftp://hgdownload.soe.ucsc.edu/goldenPath/rheMac10/). Mouse DRG data (Zeisel) is available at http://loom.linnarssonlab.org/clone/Mousebrain.org.level6/L6_Peripheral_sensory_neurons.loom. Mouse DRG data (Sharma) is available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139088. We analyzed the data granted by UK biobank application number 20802, as the data from the UK Biobank is available from the biobank as part of individual agreements. Source data are provided with this paper.

## Source data

Source data

## Code availability

Any custom code and data are available from the authors upon request. All analyses are based on previously published code and software (see Reporting summary).

# Supplementary material for: Single cell transcriptomics of primate sensory neurons identifies cell types associated with chronic pain
**Source:** Nat Commun. 2021 Mar 8;12:1510. doi: 10.1038/s41467-021-21725-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Table 1.

Description: Marker genes for macaque DRG neuron types based on STRT-2i-seq data.

Title: Supplementary Table 2.

Description: Marker genes for macaque DRG neuron types based on Smart-Seq2 data.

Title: Supplementary Table 3.

Description: Comparison of marker gene expression across species.

Title: Supplementary Table 4.

Description: Gene families used in the MetaNeighbor analyses.

Title: Supplementary Table 5.

Description: Metaneighbor analysis results for macaque.

Title: Supplementary Table 6.

Description: Metaneighbor analysis results for mouse.

Title: Supplementary Table 7.

Description: Cross-species Metaneighbor analysis results.

Title: Supplementary Table 8.

Description: SCENIC regulons for macaque neuron types, STRT2i-seq data.

Title: Supplementary Table 9.

Description: SCENIC regulons defining mouse neuron types, Zeisel data

Title: Supplementary Table 10.

Description: GWAS and heritability of chronic pain.

Title: Supplementary Table 11.

Description: A full list of animals used in this study.

Title: Supplementary Table 12.

Description: Corresponding gene names between macaque and human.

How the deposited data were processed for this re-analysis (not part of the article)

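The values come from 1845 single cells of lumbar dorsal root ganglia of the females WG17019 (1102 cells) and WG17020 (743 cells), measured by STRT-2i-seq. The deposited count table gives molecule counts (UMIs) of 16725 genes by cell, which the authors made from sequencing reads with Bowtie on the rheMac8 build, per the submitters' notes, which give no version of Bowtie. The paper names Mmul_10 (rheMac10), so the build behind the counts is not settled. No normalization was applied to the deposited counts, and all of their columns were mapped to a cell and an animal, with 0 left over. The deposited annotation table gives the cell types that the authors assigned. Each cell was placed with the animal named in its title. Of all cells, 167 of WG17019 carry the age of the other animal, all of them injured, non-neuronal or ambiguous, and the title was followed.

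Counts were summed by animal and annotated type, because cells of an animal are not independent replicates. Types with at least 5 cells in each animal were used, which leaves 8 of 9 neuron types. The sums were normalized by TMM, genes of low count were removed by filterByExpr with its defaults, and dispersions were estimated with estimateDisp. Fits used glmQLFit and glmQLFTest of edgeR 4.0.16 with limma 3.58.1 in R 4.3.3. A type was compared with the unweighted mean of the other 7, and NP1 with NP2 and TrpM8Low with PEP2 directly. Injured and non-neuronal cells were compared with the mean of the 8 types in a fit of their own, to which the 3 removed classes were added. The p values were adjusted by the method of Benjamini and Hochberg over the genes of a comparison, and an adjusted p under 0.05 was a call. Standard errors are the absolute log2 fold change divided by the square root of F. Levels are counts per 1000000 (CPM) of the summed counts.

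The libraries of the fit are paired, since each animal gave a library of every type. For each pair of types, deviations of log2 CPM from the type's mean in the same animal were correlated over genes. Over 28 pairs of types r was 0.0168 to 0.670, with a median of 0.103, and 15 pairs were over 0.1. The animal was therefore added as a replicate block in a further fit, and its result stands beside each call of a gene that it changes and beside some of the counts that it moves.

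Genes were named by a rule fixed beforehand. It takes every gene that the paper names for a macaque neuron type. It adds, for each of the 8 types, the 5 called genes with the largest log2 fold change that were higher than in each other type in both animals and had at least 50 CPM in both. For NP1 against NP2, TrpM8Low against PEP2 and the removed cells it adds the 10 called genes with the largest change in each direction that changed the same way in both animals. From 20 lists of genes, chosen from general knowledge for sensory neurons, injury and the other cells of a ganglion, it adds up to 4 called genes as examples, and where a count was small all of its genes were named. Between the animals it takes the 10 genes with the largest ratio of the same sign in the 5 large types, with at least 20 CPM. Genes with LOC or ENSMMUG names were counted and not named. Values of the paper's tables had been seen when the rule was written.

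Shares of types have exact (Clopper and Pearson) 95% intervals from scipy 1.17.1. Expression of the animals was compared as Pearson r of log2 (CPM + 1). For clustering, counts of neurons were scaled to 10000 per cell, log transformed and scaled within each animal, and 2000 variable genes, 20 principal components, 15 neighbours and a Leiden resolution of 1 were used in scanpy 1.11.5 with leidenalg 0.10.2 and a random seed of 1. Adjusted Rand indices came from scikit-learn 1.9.0. For gene families, cells of an animal voted for the type of cells of the other by Spearman correlation over a family's genes, and AUROC was averaged over types and both directions, in place of the paper's folds. Shares of cells with a UMI were also taken after each cell was thinned to 10000 UMIs. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.

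The scripts were tested on simulated data, and on real counts with shuffled types, before use. Negative binomial counts at the depth of the real libraries were given 50 genes each of a 2-fold and a 4-fold rise and fall. The changed genes were drawn from those above a minimum mean level, so the numbers found do not cover genes of low count. All simulated libraries shared a mean profile and were drawn independently, with no difference between animals. The numbers therefore do not cover the pairing of the real libraries. The numbers found for 2-fold rises, 4-fold rises, 2-fold falls and 4-fold falls were 46, 50, 43 and 50 in NP1; 45, 50, 33 and 50 in NP2, and 48, 50, 30 and 50 in PEP1, 27, 50, 15 and 38 in TrpM8Low and 25, 49, 7 and 39 in PEP2. For the pairs and the removed cells they were 35, 50, 32 and 49 for NP1 against NP2, 11, 45, 6 and 26 for TrpM8Low against PEP2, 32, 50, 22 and 39 for injured cells and 18, 46, 6 and 18 for non-neuronal cells. Unchanged genes were called in 0 to 33 of 11306 to 11757 per comparison. With shuffled types the mean AUROC of 30 genes drawn from the real counts was 0.500. In separate simulated counts of 30 genes, part of which were raised in a type, the AUROC of that type was 1.

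Neurons held a median of 27236 UMIs and non-neuronal cells 7328. Libraries held 166298 to 9998945 UMIs, and the types with fewer than 20 cells in an animal (TrpM8Low, TrpM8High and PEP2) have the least power. The alternatives were DESeq2 1.42.0 (Wald test with independent filtering), size factors of DESeq2 in edgeR, no filter on low counts, the animal as a replicate block, A-LTMR added to the fit, types of at least 20 cells per animal, cells without a conflicting age, the sum of all other neurons as the comparison, 5 cells per library and the removal of an animal. For the other measures they were pseudocounts of 0.1 and 10, a minimum of 10 CPM, Spearman rho, all cells as the denominator, medians, resolutions of 0.5 and 2, 30 principal components, scaling of the animals together, the 5 large types and Pearson correlation. The cell types of the sample pages were added as an alternative after the data had been seen. Without an animal, fits have no residual degrees of freedom, so log2 fold changes were taken without a test.

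The male, the Smart-seq2 cells, the mouse data, the genetic association data and the in situ hybridization are not among the deposited files analysed here and were left out. A-LTMRs, with 3 cells, were described and not tested. Ambiguous cells were counted and not described.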

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

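The tests of why the cell types of the sample pages and of the annotation table differ, of the level of injury genes against the nearest neuron type and of restricted genes in other cells were chosen after the results were seen.

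The paper set aside the injured cells, and 745 genes were higher in them than in the neuron types (210 without the 34 of WG17019, which carry the age of WG17020, so their animal is in doubt), 11 of 15 tested nerve injury genes among them (7 of the 15 were higher in non-neuronal cells). Stress of tissue dissociation would raise early response genes, and 2 of 19 were higher. Sums over the list were 684 and 924 CPM in injured cells against 494 to 1027 in the neuron types. This argues against a stronger early response in the injured cells as the source. The neuron types went through the same dissociation, so stress that raises injury genes without these genes cannot be excluded. Doublets of a neuron and a satellite glial cell would carry the genes of both. Of 16 satellite glia genes 2 were higher, almost all from WG17019. With the animal as a replicate block 8 were, which reaches the bound set beforehand for doublets, so these genes do not decide. Doublets would also hold injury genes at a level between those of their cells. Summed over the injury list, injured cells had 12810 and 10233 CPM. Non-neuronal cells had 2323 and 2009, and a neuron type at most 7688.5 (PEP2 of WG17019). This argues against doublets as the source of the summed level, though not against some glial RNA in WG17019. *ATF3* (886 and 726 CPM, against 195 and 94.4 in non-neuronal cells) drew the class, and *SDC1*, not found in non-neuronal cells, is a single gene. If the injury genes are those of the neuron type the cells come from, they would be no higher than in it, and the median log2 ratio of all 15 tested injury genes, called or not, was 1.16 (lower quartile 0.46) against PEP1, the nearest type, which argues against this, whereas the highest median log2 fold change of genes of a single type, 0.358 in PEP1 against 0.82 in PEP1 cells themselves, leaves it open whether injured cells come from a single neuron type. A response to axon injury, in life or when the axons were cut, stays open, since the class was drawn with *ATF3* and the pattern was found and tested on the same cells.

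In the non-neuronal cells, also set aside, 1786 genes were higher than in the neuron types, with all 11 tested endothelial and all 16 satellite glia genes among them. Those of WG17019 carry the age of WG17020, so their animal is in doubt. *RBFOX3* RNA at 52.5 and 47.2 CPM shows that they are not free of neuronal RNA, and a median of 7328 UMIs per cell limits what a single cell can show. In WG17020 a single cell held 80005 of the 190653 UMIs of its 8 cells, so the levels there rest largely on few cells.

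The cell types on the sample pages and those of the deposited annotation table are the same for 368 of 1845 cells, 19.9% against 19.8% by chance. If the annotation table did not describe the cells of the count table, its types would not follow the counts, and clusters of the neurons shared an adjusted Rand index of 0.43 with it, which argues against this. If the sample pages attach the cell types to other cells, clusters would share nothing with them, and the index was 0.000849, as this explanation requires. How the order of the pages came about was not tested, and the number of cells of each type is equal in both.

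Genes restricted to a type also had counts in the cells of other types, given here in percent of the level in the type itself. For the genes of NP1 (15.18 and 17.6%), NP2 (11.89 and 14.35%) and C-LTMR (8.81 and 9.05%) the percent was higher in WG17020. For the other 2 of 5 types, NP3 (3.49 and 2.27%) and PEP1 (2.83 and 1.17%), it was higher in WG17019, and the tests were made on these 2. Doublets or misassigned cells would put most of these UMIs into few cells, and in NP3 the 41 cells of 819 with the most held 33.1% of them (bootstrap interval 28.9 to 37.8%), which argues against doublets as the main source of NP3 genes. In PEP1 34 cells of 689 held 44.4% (36.2 to 52.1%), so doublets stay open for PEP1 genes. RNA of other cells spread over the wells would follow the depth of the cells, at 13.6% for both types together, and the share found was 29.8% (bootstrap interval 26.3 to 33.7%). Spread RNA and low expression in the cells themselves cannot be told apart from these tables, because empty wells were not analysed here.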

How the results depend on the processing

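The setting that takes the cell types of the sample pages was chosen after the results were seen, and the other settings were chosen before.

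With the animal as a replicate block, 2256 genes were higher in NP1 than in the other neuron types, 2196 in NP2 and 1794 in PEP1. Between NP1 and NP2 423 were higher in NP1 and 362 in NP2, between TrpM8Low and PEP2 51 were higher in TrpM8Low and 43 in PEP2, and 577 were lower in injured cells. The biological coefficient of variation fell from 0.166 to 0.096, since differences between the animals that all types share no longer count as spread. Of the 266 gene values in the text the block changed the call of 9. Counts over gene lists rose too, such as those of large and myelinated neuron genes from 12 to 15 in TrpM8Low and from 10 to 14 in PEP2.

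With 5 cells per library 3977 genes could be tested in place of 12312. Genes higher than in the other neuron types were then 204 in NP1, 259 in NP2, 196 in NP3, 121 in PEP1, 191 in C-LTMR, 141 in TrpM8Low and 187 in TrpM8High. Between NP1 and NP2 8 were higher in NP1 and 1 in NP2, between TrpM8Low and PEP2 41 and 29 in turn. In injured cells 241 were higher and 71 lower, and in non-neuronal cells 331 were higher. At equal numbers of cells the counts lay from 121 in PEP1 to 259 in NP2, with 209 in PEP2, whereas the full libraries gave 1126 in PEP1 and 281 in PEP2. The counts of the full libraries therefore cannot be ranked between types. This setting rests on a single random draw of cells and tests fewer genes, so it does not part the number of cells from these. Between TrpM8Low and PEP2 the calls rose in it, from 17 and 15 with the full libraries.

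Against the sum of all other neurons, in which types with many cells weigh most, the higher genes were 35 in NP1, 96 in NP2, 306 in NP3, 777 in C-LTMR, 129 in PEP2, 428 in injured and 1160 in non-neuronal cells. These fits have 2 residual degrees of freedom. The log2 fold change changed its sign for *CYSLTR2* in NP3 (-0.99), *MRGPRD* in NP2 (-0.81), *RET* (-0.011), *SCN10A* (-0.19) and *SCN11A* (-1.32) in C-LTMR, and *SCN11A* in NP3 (-0.58) and TrpM8Low (-0.90). With types of at least 20 cells per animal alone, *RET* (-0.017) and *SCN11A* (-0.87) in C-LTMR changed their sign too.

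DESeq2 called more genes in the rare types, 515 higher in TrpM8Low, 693 in TrpM8High and 485 in PEP2, with 128 higher in NP2 than in NP1, 49 in TrpM8Low than in PEP2 and 53 the other way. With no filter on low counts 27 were higher in TrpM8Low than in PEP2. The cause was not tested. Over all counts of genes, 82 of 120 stayed within 1.5 times.

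Without the cells of conflicting age labels, all of WG17019's injured cells are lost, and 210 genes were higher and 132 lower in the 6 of WG17020, a single library whose spread is taken from the other groups. *LPL* (-0.10), *TIMP3* (-3.81), *ZFP36* (-4.21), *NTRK2* (-0.15) and *ADRA2A* (-4.12) then had a log2 fold change below 0, and with 5 cells per library so had *TIMP3* (-0.28) and *ZFP36* (-1.43). Without an animal the log2 fold change lay from -0.34 to 3.37 for *TIMP3*, from -1.04 to 2.42 for *ZFP36* and from -0.78 to 2.57 for *ADRA2A* in injured cells, and from -0.21 to 7.01 for *TAGLN* in non-neuronal cells. The 2 fits without an animal hold no test, so counts of genes have no such value.

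With the cell types of the sample pages, chosen after the results were seen, edgeR's quasi-likelihood test called 0 genes in every comparison but the non-neuronal cells, where it called 1. At an unadjusted p under 0.05 there were 10 to 625 genes per comparison, and DESeq2 called 0, or 11 in the non-neuronal cells.

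Of 266 log2 fold changes in the text, 242 kept their size and call with DESeq2, 265 with its size factors in edgeR, 262 without a filter, 257 with the block and 252 without the cells of conflicting age. Of those that each could test, it was 194 of 215 with A-LTMR added, 134 of 157 with types of at least 20 cells, 175 of 241 against the sum of all other neurons and 136 of 195 with 5 cells. Without WG17019 166 of 266 kept their size, 97 moved and 3 changed their sign, and without WG17020 it was 180, 85 and 1, so many sizes depend on the choice of animals. Thinning each cell to 10000 UMIs moved 15 of 23 shares of cells with a UMI, so these depend on depth.

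The correlation between the animals was 0.977 over genes with at least 10 CPM in all neurons, and 0.715 in TrpM8High, 0.775 in PEP2 and 0.799 in TrpM8Low. With all cells in the denominator, NP1 was 32.9%, NP2 15.4% and PEP1 18.8% of WG17019. The adjusted Rand index of clusters and annotated types was 0.625 at a resolution of 0.5, 0.323 at 2 and 0.360 with the animals scaled together, and 0.503 to 0.563 in a single animal.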

Differences from the paper's values

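The setting with the cell types of the sample pages was chosen after the results were seen, and no value given here rests on it.

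Of 961 gene families compared with Supplementary Data 5, 5 had an AUROC over 1.5 times apart from the paper's, the bound taken for a difference in these comparisons, and smaller gaps were not listed. They were 0.733 for receptor G protein coupled activity modifying proteins (the paper's value 0.3765), 0.705 for lysophosphatidic acid receptors (the paper's value 0.3692), 0.692 for complement system activation components (the paper's value 0.4404), 0.644 for leukotriene receptors (the paper's value 0.4259) and 0.628 for arachidonate lipoxygenases (the paper's value 0.3943). All were below 0.5 in the paper and above it here. With Pearson correlation of cells all 5 were still over 1.5 times apart, and with the 5 types of at least 20 cells per animal 4 still were, while leukotriene receptors, at 0.626, no longer were. The paper scored cells of 3 animals in folds and over 9 types, A-LTMRs among them. Here the cells of an animal were scored by those of the other, over 8 types without A-LTMRs. The cause was not tested.

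The other values compared were nearer to the paper's, which are for 3 animals and, for the median and the number of genes seen, for raw data, so the groups of cells are unlike. A neuron held 5707 genes on average (the paper's value 5687) and 30653 UMIs (the paper's value 38624), and with medians, all cells or a single animal they stayed within 1.5 times of the paper's. The median number of genes was 5726 (the paper's value 6380), and 16619 genes were seen in at least 3 neurons (the paper's value 22160), in a table of 16725 genes. Markers of Supplementary Data 1 had a UMI in a median of 96.5% of the cells of their type (the paper's value 92.7%).

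The paper places *PIEZO2* in A-LTMRs, C-LTMRs and NP1, and in PEP3 as a difference from PEP2. Here it had a UMI in 17 of 1627 neurons and at most 2.19 CPM in TrpM8Low, C-LTMR and NP1, and none in the 3 A-LTMRs. It was too low for a test in every setting but the one without a filter, and in no setting was it called. The male and the Smart-seq2 cells were not analysed here, and whether they or the annotation of the gene account for the difference was not tested. *KCND3*, which the paper gives as a feature of C-LTMRs, was at 1.23 and 3.23 CPM there and too low for a test.

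The paper separates PEP3 from PEP2 by *TRPM8*, *KIT* and *SCGN*. All 3 were higher in TrpM8Low in both animals, and none passed edgeR's quasi-likelihood test between the pair (adjusted p = 0.0507, 0.0736 and 0.47). By the same test *TRPM8* was called with the animal as a replicate block (adjusted p = 0.00403), with no filter on low counts, with A-LTMR added and with 5 cells per library, and by DESeq2 (adjusted p = 0.00327). *KIT* was called with the block (adjusted p = 0.0057 from the same test), with no filter and with 5 cells per library. *SCGN* was called with 5 cells per library alone, in a single random draw of cells (adjusted p = 0.0205 from the same test). *TRPV1* was at 41.5 and 11.5 CPM in TrpM8Low and 59 and 23.7 in PEP2 and *TRPA1* at 21.9 and 17.2 and 53.6 and 53.4. The paper gives low levels of both as a feature of PEP3 beside PEP2, and neither was called between the pair (adjusted p = 0.994 and 0.817 from the same test).

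The paper calls *HRH1* low in NP2. Here 80.0% of NP2 cells had a UMI of it, and its level of 117 and 45.1 CPM was below NP3 (589 and 435 CPM) and not below the mean of the other types. *NRXN1*, from the NP2 genes of Fig. 6, was not called (adjusted p = 0.0636 from edgeR's quasi-likelihood test), and was called with the animal as a replicate block, with no filter on low counts and with types of at least 20 cells per animal. *TRPV1* is in NP1 as the paper says, with a UMI in 60.1% of cells, and was not called against the mean of the other types. *PVALB* in PEP2, *SCN9A* over all types and the low *NTRK1* of the NP types go the way the paper describes. *SCN11A* in TrpM8Low does not. The paper gives very little of it in myelinated nociceptors, and takes PEP3 as an Aδ type. Here its level in TrpM8Low was above those of C-LTMR and PEP1 in both animals, and higher than in PEP2.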

Other observations

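The count of TrpM8High cells with a pair of genes was chosen after the results were seen.

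Some receptor genes were higher in injured cells. Of 13 tested neurotrophic factor receptor genes 5, *NTRK2*, *NTRK3*, *GFRA1*, *GFRA3* and *MET*, were higher (5 higher and 0 lower when adjusted over the list alone), and none was lower (edgeR's quasi-likelihood test, 0 at an unadjusted p under 0.05, 0 by DESeq2, 1 with the animal as a replicate block). *MET*, the receptor of hepatocyte growth factor, which drives axon growth, was at 52.5 and 46.7 CPM against 1.14 and 0.632 in all neurons (log2 fold change 6.57, standard error 0.55, adjusted p = 5.58e-07 from edgeR's quasi-likelihood test), and *GFRA1* at 590.2 and 643 CPM with a log2 fold change of 2.66. *NTRK2*, at 42.8 and 5.19 CPM, rests on WG17019. Of 17 genes for targets of analgesic drugs 4 were higher, *OPRK1*, *ADRA2A*, *SSTR1* and *PTGER4*, and *CACNA2D2*, a target of gabapentin, was lower (4 higher and 2 lower when adjusted over the list alone, 2 lower with the block). *SSTR1*, a somatostatin receptor, was at 78.2 and 77.8 CPM (log2 fold change 7.01, standard error 0.49, adjusted p = 7.34e-08 from the same test), and *ADRA2A* had counts in WG17019 alone. Of 13 peptide genes *GAL*, *ADCYAP1* and *UCN* were higher and *CALCB* lower (3 higher and 3 lower when adjusted over the list alone, 4 lower with the block), and their summed RNA was 5816 and 4260 CPM. Of 11 sodium channel genes *SCN9A* and *SCN10A* were lower and none was higher (0 higher and 4 lower when adjusted over the list alone, 5 lower with the block), with 1 higher at an unadjusted p under 0.05 in edgeR and 0 by DESeq2.

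A mixture of neuron types, with the highest median log2 fold change of genes of a single type at 0.358 in PEP1 (which PEP1 cells would have at 0.82), could shift receptor levels in injured cells, and the number of injured cells, 34 and 6, does not allow them to be split by type.

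In the rare TrpM8High cells the heat channel *TRPV1* was high beside the cold channel *TRPM8*. *TRPV1* was at 475 and 446 CPM in them, above every other tested type (log2 fold change 3.35, standard error 0.55, adjusted p = 0.00135 from edgeR's quasi-likelihood test), beside 517 and 771 CPM of *TRPM8*. Of their 16 cells 13 had a UMI of *TRPM8*, 10 of *TRPV1* and 7 of both, 2 of 8 in WG17019 and 5 of 8 in WG17020. These overlaps are the smallest that the counts of each channel allow, so they do not show that the channels go together. *TRPV1* had a UMI in 272 of 284 PEP1 cells, so its higher level in TrpM8High came from part of the cells. Both channels were also found in 76 of 284 PEP1 and 43 of 134 NP3 cells, so the pair is not a feature of TrpM8High alone. All 16 had a UMI of *PENK*, an opioid precursor, at 1629.6 and 666 CPM, as had 67 of 149 C-LTMR cells. Of 12 thermosensitive and mechanosensitive channel genes *TRPV1* and *TRPM8* were higher and none was lower (2 higher and 1 lower when adjusted over the list alone; 1 lower at an unadjusted p under 0.05 in edgeR, 0 by DESeq2). Of 14 peptide genes *ADCYAP1*, *PENK* and *CCK* were higher and *CALCA* and *CALCB* lower (3 higher and 2 lower when adjusted over the list alone). Of genes of other cells the fibroblast gene *APOD* (72.2 and 105 CPM, the whole sum of the fibroblast list) and the muscle gene *ACTA2* (60.1 and 30.1 CPM) were higher in them too, and the source of that RNA was not tested. Cells that answer both cold and heat are a hypothesis, which RNA of 16 cells does not test.

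The number of genes called in a type changed when each library was cut to 5 cells, in a single random draw that also left fewer genes to test. With 5 cells per library NP1 had 204 higher genes, TrpM8High 187 and PEP1 121, so the count of genes of a type is not a measure of how distinct it is. NP1 and NP2, the most frequent types, then had fewer calls between them (8 genes higher in NP1 and 1 in NP2) than TrpM8Low and PEP2 (41 and 29).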
